# Mechanistic study on the restoration of intestinal barrier integrity and alleviation of inflammatory bowel disease by rhynchophylline via the AhR-NR4A1 pathway

**DOI:** 10.3389/fphar.2025.1629012

**Published:** 2025-09-15

**Authors:** Xuwen Mao, Lufeng Cheng, Yu Liu, Yuche Wu

**Keywords:** rhynchophylline, inflammatory bowel diseases, intestinal barrier integrity, AhR, Nr4a1

## Abstract

**Background:**

Restoring intestinal barrier function is considered an effective strategy for the treatment of Inflammatory Bowel Disease (IBD). Rhynchophylline (Rhy), a bioactive alkaloid sourced from the traditional herbs Uncariarhynchophylla used in Chinese medicine, is known for its antihypertensive, anti-asthmatic, and antitumor properties. This study explores the pharmacological effects and molecular mechanisms of Rhy in treating IBD.

**Methods:**

In vitro cell inflammation injury model was established, and the inflammatory factors, cell permeability, cell proliferation, and intercellular tight junction protein expression were measured after Rhy intervention, which verified the anti-inflammatory activity and enhancement of intestinal barrier function of Rhy. In vivo animal model of acute and chronic colitis was established, and Rhy was administered orally at three dose levels to evaluate the protective effects of Rhy on acute and chronic colitis in animals. The signaling pathways that enhance the intestinal barrier function of Rhy were identified through transcriptomics, gene knockout techniques, and molecular dynamics simulations.

**Results:**

In vitro results indicate that the levels of inflammatory markers–including IL-6, TNF-α, and NO–can be decreased by Rhy, demonstrating anti-inflammatory activity. It significantly lowers cellular permeability, promotes the proliferation of intestinal epithelial cells, and upregulates the expression of tight junction proteins Claudin4, Occludin, and ZO-1. These effects improve cellular morphology and improve the robustness of the intestinal barrier. In vivo, using three types of colitis animal models, Rhy shows significant protective effects on mice with acute and chronic colitis. It markedly reduces weight loss and Disease Activity Index (DAI) scores, prevents colonic shortening, reduces intestinal permeability, and decreases serum levels of IL-6, TNF-α, CXCL1, and IL-1β. These effects restore the structural integrity of colonic tissues and alleviate symptoms of acute and chronic colitis. Additionally, Rhy activates the AhR-NR4A1 pathway. This activation upregulates Claudin4, Occludin, and ZO-1 to repair the intestinal barrier and exert anti-colitic effects.

**Conclusion:**

These findings highlight Rhy improve the function and inhibits inflammation, providing dual beneficial activities in the epithelial lining of the gut to prevent and treat colitis.

## 1 Introduction

Inflammatory Bowel Diseases (IBD) comprises idiopathic, recurring conditions marked by the disruption of the intestinal mucosal barrier, extensive infiltration of inflammatory cells, and abnormal activation of the immune system. Although the exact causes of IBD are not fully understood, these factors are considered critical in driving the progression of IBD (Cantón et al., 2024; Levy et al., 2017). Impairment of the intestinal barrier function can lead to dysbiosis of the gut microbiome, allowing various harmful substances—such as pathogens, endotoxins, and allergens—to cross the intestinal barrier into the bloodstream. This results in excessive immune responses and inflammatory reactions (Sonnenburg and Bäckhed, 2016; Belkaid and Hand, 2014). Tight junctions, positioned at the apex of intestinal epithelial cells, are essential for maintaining the integrity of the intestinal barrier. In pathological conditions, these tight junctions experience compromised structure and function, exacerbating disease progression in patients with IBD (Quaglio et al., 2022; Gop et al., 2018). Therefore, restoring the integrity of tight junctions could be an effective treatment approach for IBD.

Gouteng (Uncaria rhynchophylla), a traditional Chinese herb from the Rubiaceae family, recognized for its hooked stems used in medicine. It clears heat (reduces inflammation), calms the liver (alleviates hypertension and dizziness), and stops internal wind (controls tremors and seizures). Clinically applied for high blood pressure, pediatric fever-induced convulsions, and anxiety disorders. Modern research attributes these effects to alkaloids like rhynchophylline (Yang et al., 2020; Chen et al., 2024). This plant contains various bioactive alkaloids, among which Rhynchophylline (Rhy) is one of the primary active components. Rhy is noted for its effects in lowering blood pressure, alleviating asthma, and exhibiting anti-tumor properties, showing significant potential for further development (Ballester Roig et al., 2021; Jiang et al., 2023; Wang et al., 2023). Studies have demonstrated that Rhy can reduce generation of pro-inflammatory mediators, including TNF-α and IL-1β, and exhibits anti-inflammatory and antioxidant characteristics by inhibiting the TLR4/NF-κB/NLRP3 signaling pathway (Geetha and Ramachandran, 2021). Currently, the therapeutic effects and targets of Rhy in the treatment of IBD remain unclear.

We evaluated Rhy’s activity in this research and discovered that, in addition to its anti-inflammatory properties, it also enhances intestinal barrier function. We demonstrated that Rhy activates the aryl hydrocarbon receptor (AhR)-nuclear receptor subfamily four group A member 1 (NR4A1) pathway, inducing increased expression of tight junction proteins Claudin4, Occludin, and ZO-1, thereby reducing intestinal permeability and enhancing barrier function. Furthermore, oral administration of Rhy significantly alleviated systemic inflammation and symptoms of colitis, suggesting its potential therapeutic role in IBD and indicating that Rhy might offer a promising treatment option for IBD.

## 2 Methods

### 2.1 Materials

Rhynchophylline (Rhy) was acquired from Shanghai Yuanye Bio-Technology Co., Ltd. (batch number C22M11S113789). Dextran Sodium Sulfate (DSS) was purchased from Zhejiang Hisun Pharmaceutical Co., Ltd. (batch number C12750877). Mouse fecal occult blood test kits were obtained from Shanghai Enzyme-linked Biotechnology Co., Ltd. (batch number 0701A22). ELISA kits were sourced from Shanghai Jianglai Biotechnology Co., Ltd., and all antibodies were purchased from Beijing Biosynthesis Biotechnology Co., Ltd. Mouse monocyte-macrophage cells (RAW264.7) and human colorectal cancer cells (Caco2) were acquired from Wuhan Punuosai Life Science Co., Ltd. (product numbers CL-0190 and CL-0050), and human colon epithelial cells (NCM460) were purchased from Shanghai Jining Industrial Co., Ltd. (product number JN26629).

### 2.2 Experimental animals

Sixty 5-week-old male C57BL/6J mice, weighing between 20 ± 2 g, were procured from Beijing Vital River Laboratory Animal Technology Co., Ltd. (license number SCXK (Jing) 2016–0006). These mice were maintained at the Laboratory Animal Center of Xinjiang Medical University, which operates under specific pathogen-free (SPF) conditions, with license SYXK (Xin) 2016–0002. The housing conditions were maintained with a 12 h light/12 h dark cycle, at a temperature of 21 °C ± 2 °C, and a humidity of 40%–45%. The experiment was approved by the Ethics Committee of the Xinjiang Medical University Laboratory Animal Center, ethical approval number: IACUC-20211016–39. All mice were acclimated for 1 week before the experiments. Mice were euthanized by intraperitoneal injection of 3% sodium pentobarbital solution.

### 2.3 Cell culture and treatment

Cells were cultured in DMEM enriched with 10% fetal bovine serum and 1% antibiotics (penicillin 100 U/ml, streptomycin 100 μg/mL) at 37 °C in an atmosphere of 5% CO_2_. To examine the anti-inflammatory properties of Rhy, RAW264.7 cells were first exposed to 50 ng/mL LPS (derived from *Escherichia coli* O55:B5, Sigma, L2880) for 6 h to induce immune-inflammatory damage (METTL3, 2024), followed by treatment with varying concentrations of Rhy (0.5, 1, 5, 10, and 50 μM) for another 6 h. The experiment was conducted four times, measuring levels of IL-6, TNF-α, and NO in the supernatants of RAW264.7 cell cultures using ELISA.

### 2.4 Cell proliferation of NCM460 was determined by CCK-8 assay

Additionally, to evaluate the effect of Rhy on the viability of NCM460 cells, these cells were co-cultured with 2% DSS for 24 h to mimic chemical-induced inflammation (Chassaing et al., 2014), then treated with Rhy at concentrations of 0.05, 0.5, 5, 50, and 100 μM for 24 h. CCK-8 solution was then added, and the mixture was gently shaken and incubated for another 4 h. The absorbance (OD value) was detected at a wavelength of 450 nm using a microplate reader. The experiment was repeated five times to assess potential impacts on cell viability.

### 2.5 DSS-induced colitis

Acute colitis was induced in C57BL/6J mice using DSS. We randomly divided the mice into these groups: Control, Model, Dexamethasone (DXM, 4 mg kg^-1^), and Rhy low (Rhy-L, 2 mg kg^-1^), medium (Rhy-M, 4 mg kg^-1^), and high dose (Rhy-H, 8 mg kg^-1^) groups. The control group mice were provided with regular food and drinking water daily. They were not subjected to any treatment. The model, DXM, and Rhy (low, medium, high dose) dose groups were given 3% DSS solution in place of drinking water, administered *ad libitum*, and were allowed free access to food. Mice in the Rhy (low, medium, high dose) groups were orally administered Rhy solution (2 mg kg^-1^, 4 mg kg^-1^, 8 mg kg^-1^) once per day for 7 days in a row. For the chronic DSS colitis model, a 2% DSS regimen was used over four cycles, with each DSS cycle lasting 7 days, followed by a 14-day rest period during which mice drank regular water, and Rhy (4 mg kg^-1^) was administered for 7 days during each DSS cycle.

### 2.6 Assessment of colitis severity and tissue collection

The mice were assessed daily for body weight, fecal consistency, and rectal bleeding to compute the Disease Activity Index (DAI) (Mulberry Anthocyanins Ameliorate, 2024). Following euthanasia, the colon was excised and washed with PBS containing 1 mM Phenylmethanesulfonyl fluoride (PMSF) and 0.2 mM sodium orthovanadate. Measurements of colon length and weight were taken, and sections of the colon were sampled for myeloperoxidase (MPO) activity tests and RNA extraction. Tissues designated for MPO analysis and RNA extraction were quickly frozen in liquid nitrogen and stored at −80 °C for subsequent analysis. Samples for histological evaluation were preserved in a solution containing 10% neutral buffered formalin. Blood samples were collected, centrifuged at 3,500 rpm for 15 min to separate serum, and serum levels of cytokines (IL-6, TNF-α, IL-1β) and chemokines (CXCL1) were determined using ELISA kits.

### 2.7 Lipopolysaccharide-induced peritonitis

Male C57BL/6J mice, aged 6–8 weeks, were randomly assigned into three groups: Control, Model, and Rhy group. The control and model groups received the same volume of 0.25% sodium carboxymethyl cellulose (CMC-Na) orally, while the Rhy group was administered 4 mg/kg Rhy via gavage at 0, 6, 12, 18, and 24 h. After 24 h, peritonitis was induced in the mice by intraperitoneal injection of LPS (2 mg kg^-1^). The mice were euthanized 6 h later, and blood samples were collected for analysis of IL-6, TNF-α, and NO using ELISA kits.

### 2.8 RT-PCR

Total RNA was isolated from cells/tissues using an RNA tissue kit, and reverse transcription was performed using the TaqMan Reverse Transcription kit. The synthesized cDNA was then mixed with 100 nM real-time PCR primers LLC and 1× TB Green Premix Ex Taq II for gene expression analysis using the CFX96™ Real-Time System (Bio-Rad). Gene expression changes were calculated using the 2^−ΔΔCT^ method with GAPDH/β-actin as internal reference genes, normalized to untreated controls.

### 2.9 Intestinal permeability assessment

Intestinal permeability was evaluated both *in vitro* and *in vivo*. *In vitro*, Caco-2 cells were grown on transwell plates for 19–21 days until resistance values stabilized, indicating a formed cellular barrier. The upper chamber received 100 µL of 0.1 mg/mL FITC-Dextran (molecular weight 4 kDa), and the lower chamber received 600 µL PBS. After 60 min of incubation in a CO_2_ incubator, 100 µL from the lower chamber was analyzed for fluorescence intensity on a 96-well plate.

*In vivo*, mice were fasted for 4 h prior to euthanasia and orally administered FITC-Dextran (60 mg/100 g body weight). The concentration of FITC-Dextran in the serum was then measured.

### 2.10 Phalloidin assay to assess the impact of rhynchophylline on the cytoskeleton of Caco-2 cells

Caco-2 cells were divided into Control, Model, and Rhynchophylline (50 μM) groups, and fixed with 4% formaldehyde for 10 min. The cells were rinsed 2–3 times with PBS, followed by permeabilization with 5 mg mL^-1^ permeabilization solution (PBS containing Triton X-100) for 5 min. The cells were incubated in the dark at room temperature with 200 μL of rhodamine-phalloidin (100 nM) for 30 min. After washing with PBS, the cells were stained with 100 nM DAPI (1 μg mL^-1^) for 5–10 min to label the nuclei. The cells were rinsed again with PBS and treated with an anti-fade reagent before fluorescence detection at a wavelength of 440 nm.

### 2.11 EdU (5-Ethynyl-2′-deoxyuridine) assay to evaluate the Effect of Rhynchophylline on Caco-2

Cell Proliferation Caco-2 cells were divided into Control, Model, and Rhynchophylline (50 μM) groups. Cells were adjusted to a density of 1 × 10^5^ cells per well and seeded in four-quadrant laser confocal dishes, with 500 μL per quadrant. Add a 2× EdU working solution, prepared by diluting 10 μM EdU in cell culture medium at a 1:500 ratio, to the cells and incubate for 2 h. Cells were fixed with 4% formaldehyde for 15 min. After fixation, they were washed with a 3% BSA washing solution. Permeabilization was carried out with 0.3% Triton X-100 in PBS for 10–15 min. After washing, a Click reaction was performed by adding 0.5 mL of Click reaction mixture per well (comprising Click Reaction Buffer, CuSO_4_, Azide 555, and Click Additive Solution, mixed in the proportions of 2.15 mL, 100 μL, 5 μL, and 250 μL respectively) and incubating in the dark at room temperature for 30 min. After another wash, cells were stained with 1 mL of 1× Hoechst solution per well and incubated in the dark at room temperature for 10 min before analysis.

### 2.12 Western blot to detect protein expression in colonic tissue

Colonic tissue samples were lysed using Lysis Buffer to extract proteins, which were then separated by centrifugation. The lysed protein samples were loaded onto polyacrylamide gels for electrophoresis. After electrophoresis, proteins on the polyacrylamide gel were transferred to a PVDF membrane. The membrane was blocked with 5% skim milk for 1 h and incubated with the primary antibody at 4 °C for 24 h, followed by washing. Subsequently, the membrane was incubated with a secondary antibody at room temperature for 1 hour and then washed again. The membrane’s protein expression was visualized with ECL and analyzed with ImageJ software. Concurrent with each target gene detection, the reference gene is simultaneously assayed in triplicate to ensure synchronous detection of both the reference and target genes, thereby maintaining the stability of the reference gene across all target gene detection cycles.

### 2.13 Transcriptomic analysis

Transcriptomic analysis was conducted by Biotree Technology Co., Ltd. (Shanghai, China). An mRNA sequencing library was prepared from 5 μg of total RNA, and its concentration was quantified using the Qubit fluorometric quantitation method. Sequencing was performed on the HiSeq X10 system (Illumina, San Diego, CA, USA). Colonic tissues from the control group (Group A), model group (Group B), and Rhy group (Group C) mice were collected. Total RNA was extracted from the colonic tissues of each experimental group using RNAiso Plus (TaKaRa, Japan), and the integrity of the isolated RNA was assessed using an Agilent 2,100 bioanalyzer (RIN >9.5).

### 2.14 Molecular docking of Rhy with AhR

The X-ray crystal structure of the AhR_HUMAN protein (Uniprot ID: P35869) was obtained from the Protein Data Bank (PDB ID: 5NJ8) with a resolution of 3.30 Å (Dong et al., 2021). The structure of Rhynchophylline (CAS: 76–66–4) was retrieved from the PubChem database. To refine the structure, PyMOL (Version 2.4, New York, NY, USA) was used to remove water and miscellaneous molecules (hydrogen atoms and charges) from the protein. The LCR molecule and Sirt protein family were formatted in pdbqt using AutoDockTools (Autodock 1.5.7, Scripps Research Institute, San Diego, USA), and molecular docking was performed using Autodock Vina (version 1.1.2) (Pinzi and Rastelli, 2019). The docking images were visualized using PyMOL.

### 2.15 Molecular dynamics simulation of Rhy with AhR

Molecular dynamics simulations were used to explore the spatial conformational changes of the Rhy-AhR complex. The root mean square deviation (RMSD) was calculated to assess the overall stability and variations of the molecular structure. The root mean square fluctuation (RMSF) measured the degree of oscillation for each atom during the simulation, revealing the flexibility and dynamic behavior of individual atoms. The radius of gyration (RG) was calculated to evaluate the protein’s shape and volume. The solvent accessible surface area (SASA) was calculated to assess the protein’s surface area available for interaction with the solvent, reflecting the extent to which the protein unfolds in solution. These metrics were used to evaluate the dynamic equilibrium of the Rhy-AhR system.

### 2.16 Immunofluorescence detection of intestinal barrier protein expression in Caco-2 cells

Caco-2 cells (5 × 10^4^ per well) were seeded into a 6-well plate and incubated at 37 °C in a CO_2_ incubator for 24 h. The cells were divided into Control group (0.01% DMSO) and Rhy group (50 µM). The cells were fixed with a 4% solution of formaldehyd. They were then stained with antibodies against Claudin4, Occludin, and ZO-1 diluted at 1:2000 ratio, followed by labeling with fluorescent tags. After primary antibodies were collected, cells were washed with PBS, followed by a 1-h incubation with secondary antibodies, and a subsequent rinse with PBS, and then stained with DAPI for 5 min (diluted at 1:100 ratio). Confocal microscopy was used to capture images of the labeled cells at last.

### 2.17 Cyp1A1 enzyme activity assay

Three groups were formed from the mice: Vehicle, Rhy, and FICZ (6-Formylindolo [3,2-b]carbazole, a potent AhR agonist) groups, receiving oral administration daily for 1 week. One week after the experiment began, mice were euthanized, and their colon and liver tissues were harvested to extract microsomes. Initially, the liver was rinsed with 0.9% sodium chloride solution to remove adhering blood and solution. The tissues were then homogenized in a buffer containing 50 mM Tris-HCl (pH 7.4) and 250 mM sucrose. The homogenate was centrifuged at 4 °C at 10,000 rpm for 30 min. Subsequently, the supernatant was further centrifuged at 105,000 rpm at 4 °C for 60 min. The resulting pellet was resuspended in the supernatant from the first centrifugation and was used for subsequent protein content and CYP enzyme activity analysis.

### 2.18 Ethoxyresorufin-O-deethylase (EROD) assay

0.5 mg of microsomal protein was mixed with 200 µL of Tris buffer (0.1 M, pH 7.4) containing 0.01 mM ethoxyresorufin. The reaction was initiated by adding 0.1 mM NADPH and incubated at 37 °C for 10 min. To stop the reaction, an equal volume of acetonitrile was added. The mixture was then centrifuged at 13,000 rpm at 4 °C for 10 min. The resorufin levels in the supernatant were determined by a fluorescence assay.

### 2.19 P450-Glo Cyp1A1 luminescence assay

NCM460 cells were seeded at 2.5 × 10^4^ cells per well in a 48-well plate and treated with various concentrations of Rhy (0.1, 1, 10, 25, 50 µM) and FICZ (0.1, 1, 10, 25, 50 nM) for 24 h. Post-treatment, the medium was replaced with fresh medium containing Cyp1A1 substrate and incubated further. Then, 25 µL of medium from each well was transferred to a white opaque 96-well plate, and 25 µL of luciferase detection reagent was added to trigger the luminescent reaction. The reaction was incubated at room temperature for 20 min before measuring the luminescence.

### 2.20 Gene knockdown experiments

AhR siRNA (abx907072) and NR4A1 siRNA (abx926351) were obtained from Amyjet Scientific. In the knockdown experiments, Caco-2 cells (0.5 × 10^6^ per well) were seeded in a 6-well plate and cultured in a 37 °C CO_2_ incubator for 24 h. According to the manufacturer’s instructions, the cells were transfected with AhR, NR4A1, and control siRNAs using Lipofectamine RNAiMAX reagent (ThermoFisher Scientific, CA, USA). After 24 h of transfection, cells were treated either with the negative control (0.01% DMSO) or 50 µM Rhy for another 24 h. Following treatment, cells were lysed with RIPA buffer, and the expression levels of AhR, NR4A1, Claudin4, Occludin, and ZO-1 proteins were analyzed using Western blotting.

### 2.21 Statistical analysis

All result analyses were realized with the application of GraphPad Prism version 9. For continuous variables, the presentation was in the form of mean ± standard deviation; categorical variables were reported as percentages. Experimental results between the two groups were analyzed using unpaired Student’s *t* tests. For the results among more than two groups, a one-way analysis of variance (ANOVA) was implemented, followed by Tukey’s *post hoc* test to compare all the groups. Two-way ANOVA with Bonferroni *post hoc* testing was applied to assess the effects of two independent factors on measured variables. Non-normally distributed data were analyzed using the Kruskal–Wallis test for multi-group comparisons. *P* < 0.05 is regarded as a significant difference. Figures were plotted with the assistance of GraphPad Prism version 9.

## 3 Results

### 3.1 Anti-inflammatory activity and induction of tight junction protein expression by Rhy

Rhynchophylline (Rhy) significantly reduced the levels of IL-6, TNF-α, and NO in LPS-induced RAW264.7 mouse monocyte-macrophage cells, demonstrating anti-inflammatory activity at concentrations as low as 0.5 μM (Figure 1A). In a mouse model of LPS-induced peritonitis, treatment with Rhy significantly reduced serum levels of IL-6, TNF-α, and NO (Figure 1B). These results confirm Rhy’s anti-inflammatory properties. Rhy treatment significantly inhibited the increase in permeability induced by LPS in Caco-2 and NCM460 cells (Figure 1C). Concentrations of Rhy ranging from 0.05 to 100 µM promoted the proliferation of NCM460 cells, with the most pronounced effect observed at 5 µM (Figure 1D). Confocal imaging confirmed a significant increase in the expression of the tight junction protein Claudin4 in cells treated with Rhy (Figure 1E). Rhy also effectively reversed the inhibitory effect on cell proliferation induced by DSS in Caco-2 cells (Figure 1F) and improved the fibrotic changes and irregularities in cell morphology caused by DSS, restoring cells to a normal state (Figure 1G). These results indicate that Rhy can enhance the expression of tight junction proteins, improve intestinal cell morphology, and strengthen the integrity of the intestinal barrier.

**FIGURE 1:**
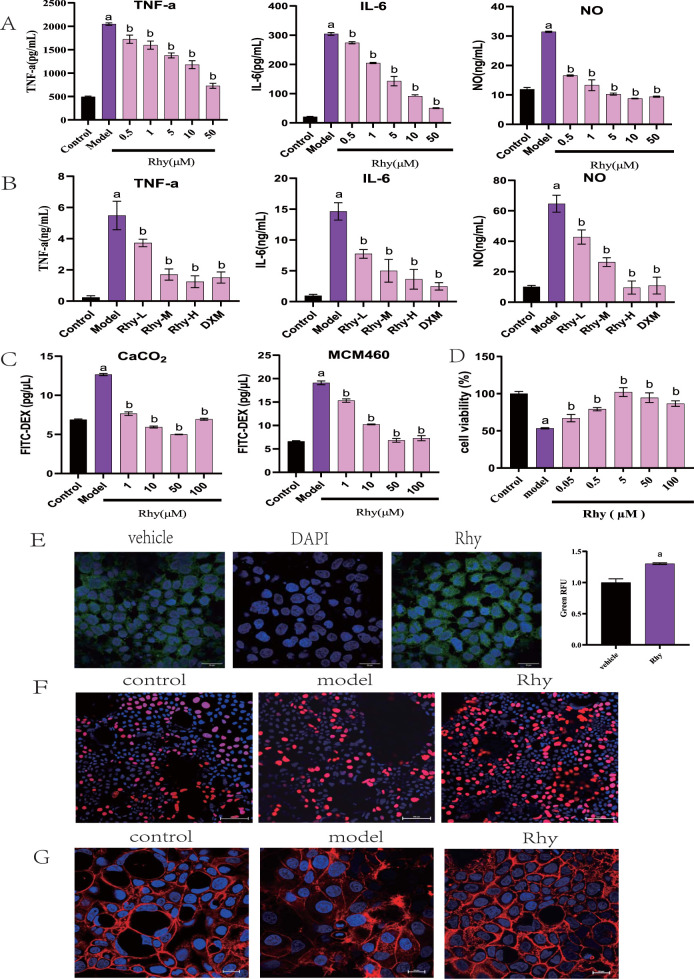
Rhy is a potent anti-inflammatory chemical compound and induces tight junction proteins. **(A)** RAW264.7 were stimulated with LPS without or with Rhy. IL-6, TNF-α and NO levels in supernatants were measured (n = 4). **(B)** C57BL/6j mice were pretreated with Rhy, serum levels of IL-6, TNF-α and NO was measured (n = 4). **(C)** FITC dextran was added to Caco2 or NCM460 cells to measure effect of Rhy on permeability of cells (n = 3). **(D)** CCK-8 method was used to detect the effect of Rhy on the proliferation of NCM460 cells (n = 5). **(E)** The level of Cldn4 protein was measured by immunofluorescence (n = 3). Scale bars for Caco2 cells indicate 50 μm respectively. **(F)** The effect of Rhy on the proliferation of Caco2 cells was detected by EDU method (n = 3). The cells were stained with 5-acetylene-2′-deoxyuridine. **(G)** Effect of Rhy on the cytoskeleton of Caco2 cells (n = 3). The cells were stained with rhodamine-phalloidin. ^a^ *P* < 0.05, indicating comparison with control group; ^b^ *P* < 0.05, indicating comparison with model group. Data were expressed as mean ± SEM.

### 3.2 Rhy alleviates acute colitis in mice

Rhy provided significant protection against 3% DSS-induced acute colitis in mice. The model group’s Disease Activity Index (DAI) scores increased progressively, with visible bloody stool occurring between days 5 and 7, indicating successful model induction (P < 0.01). Compared to the model group, Rhy significantly mitigated weight loss and DAI scores in colitis mice, prevented colonic shortening, and reduced intestinal permeability, suggesting an alleviation of colitis symptoms (Figures 2A–D,J). Rhy reduced myeloperoxidase (MPO) activity (Figure 2E), indicating a decrease in neutrophil infiltration. Additionally, Rhy lowered serum levels of inflammatory cytokines IL-6, TNF-α, CXCL1, and IL-1β in colitis mice (Figures 2F–I).

**FIGURE 2:**
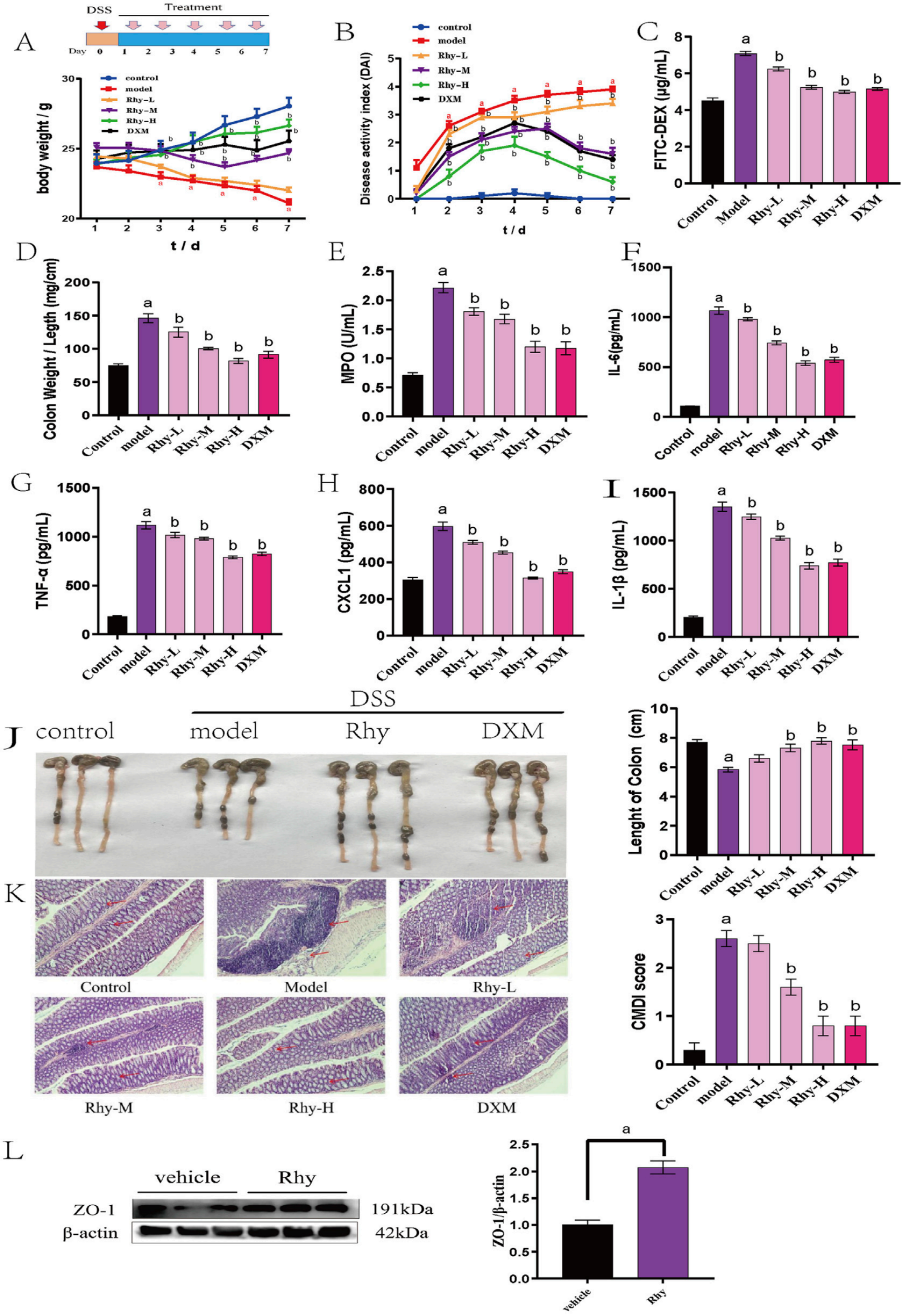
Rhy treatment attenuates DSS-induced colitis in mice (n = 10). **(A)** Body weight loss. **(B)** Disease activity index. **(C)** Intestinal permeability. **(D)** Ratio of colon weight/length. **(E)** Effect of Rhy on the levels of inflammatory factors MPO in the colon homogenate of IBD mice. **(F)** IL-6 level. **(G)** TNF-α level. **(H)** CXCL-1 level. **(I)** IL-1β level. **(J)** Colon lengths. **(K)** Microphotographs of hematoxylin and eosin (H&E) stained sections of colons and inflammation scores are shown. Scale bar indicates 100 μm. **(L)** ZO-1 expression in the colons of these mice was measured by immunoblots and quantified (n = 3). ^a^ *P* < 0.05, indicating comparison with control group, ^b^ *P* < 0.05, indicating comparison with model group. Data were expressed as mean ± SEM.

HE staining of colonic tissues from IBD model mice showed severe mucosal erosion, evident epithelial defects, and destruction of crypt architecture, with extensive infiltration of inflammatory cells in the mucosa and submucosa. After treatment with Rhy, the structural integrity of colonic tissues was largely restored, with reduced inflammatory cell infiltration. Additionally, goblet cells were neatly arranged, and colonic inflammation was significantly improved (Figure 2K). Furthermore, Western blot analysis confirmed that Rhy significantly upregulated ZO-1 protein levels, indicating its protective capacity for the intestinal barrier in mice (Figure 2L).

### 3.3 Rhy treatment alleviates chronic colitis in mice

The therapeutic effect of Rhy was also examined in a chronic colitis model induced by 2% DSS. Mice consumed 2% DSS water for four cycles, each lasting 7 days with a 14-day interval of normal water consumption between cycles (Figure 3A). Rhy treatment significantly protected against chronic colitis in mice, reducing intestinal permeability, colonic shortening, and the colon weight/length ratio (Figures 3B–D). It also lowered serum levels of inflammatory cytokines IL-6, TNF-α, CXCL1, IL-1β (Figures 3F–I) and colonic tissue MPO levels (Figure 3E). Rhy was shown to upregulate the expression of the intestinal barrier protein ZO-1 (Figure 3J). The results suggest that Rhy enhances intestinal barrier integrity and alleviates symptoms of chronic colitis.

**FIGURE 3:**
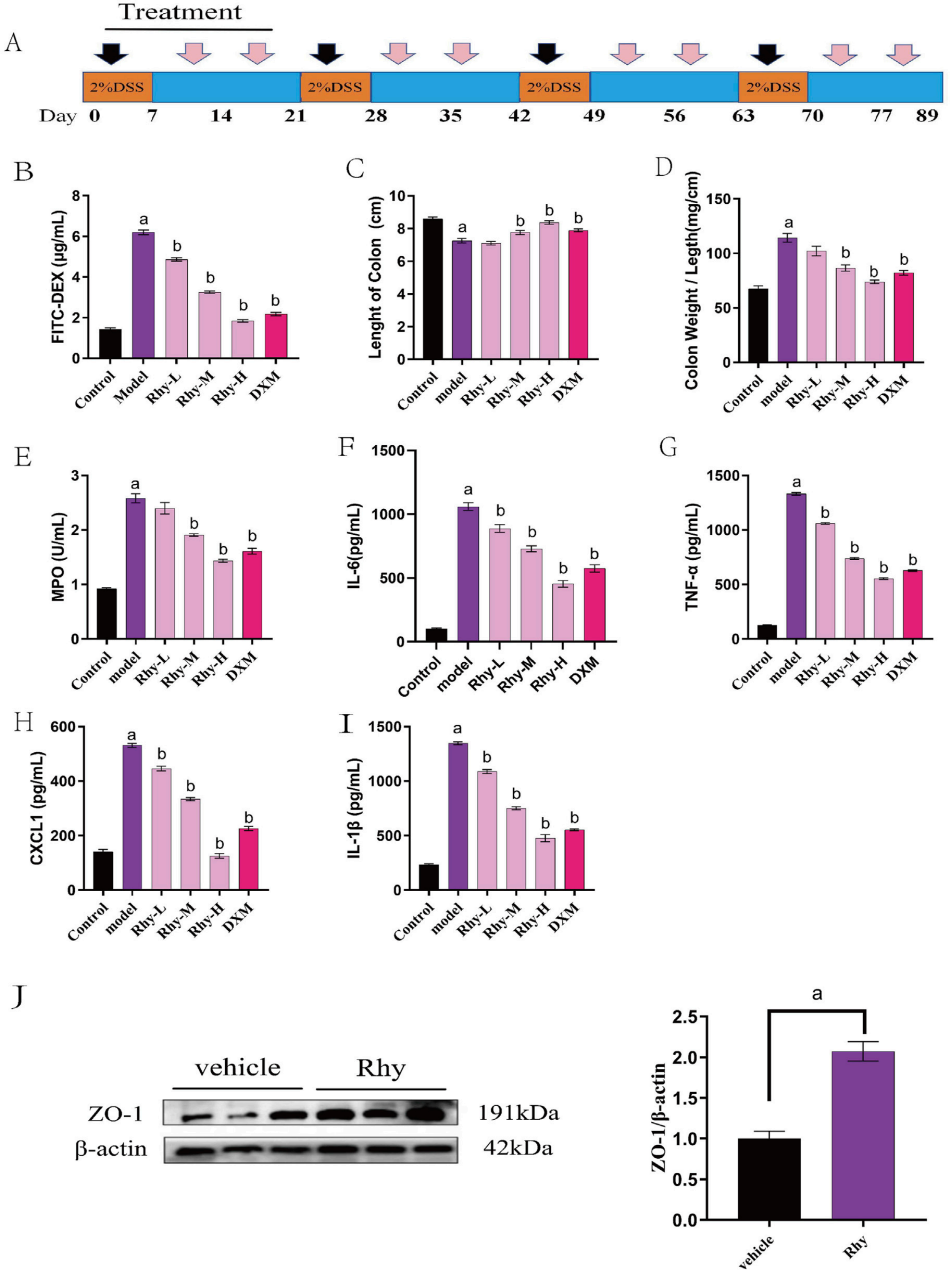
Rhy prevent DSS-induced chronic colitis. **(A)** Methods of chronic colitis modeling and drug administration (n = 10). **(B)** Intestinal permeability was evaluated using FITC-dextran leakage assay. **(C)** Colon lengths. **(D)** Ratio of colon weight/length. **(E)** Effect of Rhy on the levels of inflammatory factors MPO in the colon homogenate of IBD mice. **(F)** IL-6 level. **(G)** TNF-α level. **(H)** CXCL-1 level. **(I)** IL-1β level. **(J)** ZO-1 expression in the colons of these mice was measured by immunoblots and quantified (n = 3). ^a^ *P* < 0.05, indicating comparison with control group, ^b^ *P* < 0.05, indicating comparison with model group. Data were expressed as mean ± SEM.

### 3.4 Rhy prevents colitis in mice

Due to the strong intestinal barrier protective activity demonstrated Rhy through the upregulation of tight junction proteins, we investigated the preventative effects of Rhy in a DSS-induced colitis model. Mice were pre-treated orally with Rhy for 3 days prior to a 3-day DSS induction of colitis, during which no further Rhy treatment was administered (Figure 4A). Another treatment regimen involved inducing colitis with DSS for 3 days, followed by a 3-day oral administration of Rhy (Figure 4B). Results from both treatment regimens showed that Rhy significantly protected mice from DSS-induced weight loss, decreased intestinal permeability, colonic shortening, and an increase in the colon length/weight ratio (Figures 4C–F), and it also reduced colonic inflammatory cytokine levels (Figures 4G–K). However, the study found that prophylactic administration of Rhy was more effective than therapeutic administration.

**FIGURE 4:**
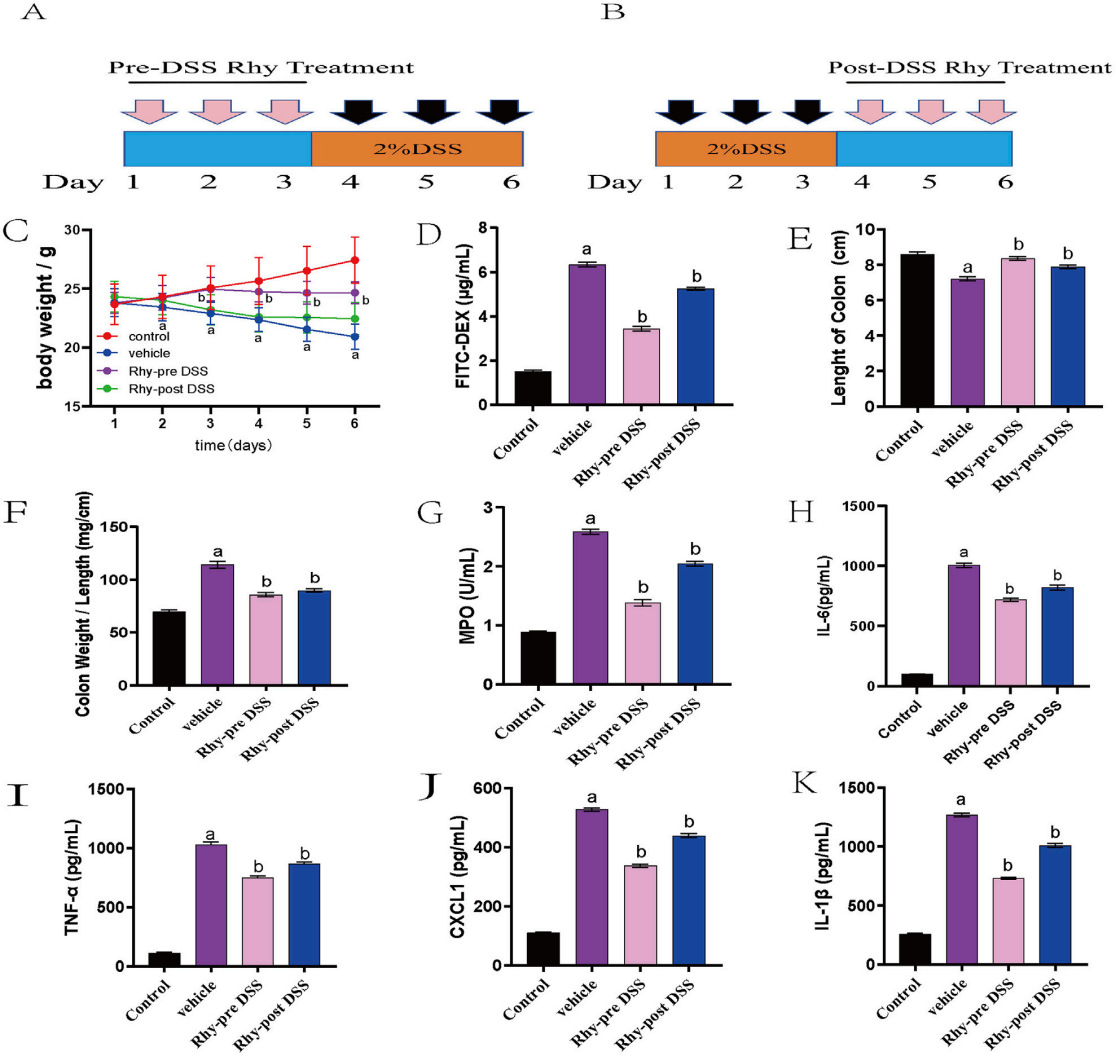
Rhy prevent DSS-induced colitis and sustain beneficial barrier activities (n = 10). **(A)** Pre-DSS treatment. **(B)** Post-DSS treatment. **(C)** Percent body weight loss was recorded after DSS-administration. **(D)** Intestinal permeability was evaluated using FITC-dextran leakage assay. **(E)** Colon lengths. **(F)** Ratio of colon weight/length. **(G)** Effect of Rhy on the levels of inflammatory factors MPO in the colon homogenate of IBD mice. **(H)** IL-6 level. **(I)** TNF-α level. **(J)** CXCL-1 level. **(K)** IL-1β level. ^a^ *P* < 0.05, indicating comparison with control group, ^b^ *P* < 0.05, indicating comparison with model group. Data were expressed as mean ± SEM.

### 3.5 Rhy enhances intestinal barrier function via AhR mediation

Given that CYP1A1 is a key downstream effector of the AhR signaling pathway, the analysis of CYP1A1 activity provides insights into whether Rhy activates AhR to enhance intestinal barrier function. Real-Time PCR data indicated a significant increase in CYP1A1 mRNA levels in response to Rhy treatment (Figure 5A). Western blot results also showed a substantial upregulation of CYP1A1 protein in colonic epithelial cells following Rhy administration (Figure 5B). In the P450-Glo assay, the effect of Rhy on CYP1A1 activity was compared using 6-formylindolo [3,2-b]carbazole (FICZ), a strong AhR activator. The findings revealed that Rhy significantly enhanced CYP1A1 activity in colonic epithelial cells, albeit less effectively than FICZ. Through EROD assays, the impact of Rhy on CYP1A1 activity *in vivo* was assessed, showing notable increases in CYP1A1 activity in both the colon and liver of mice treated with Rhy(Figure 5C). FICZ activated CYP1A1 approximately three times more than Rhy did in the colon (Figure 5D).

**FIGURE 5:**
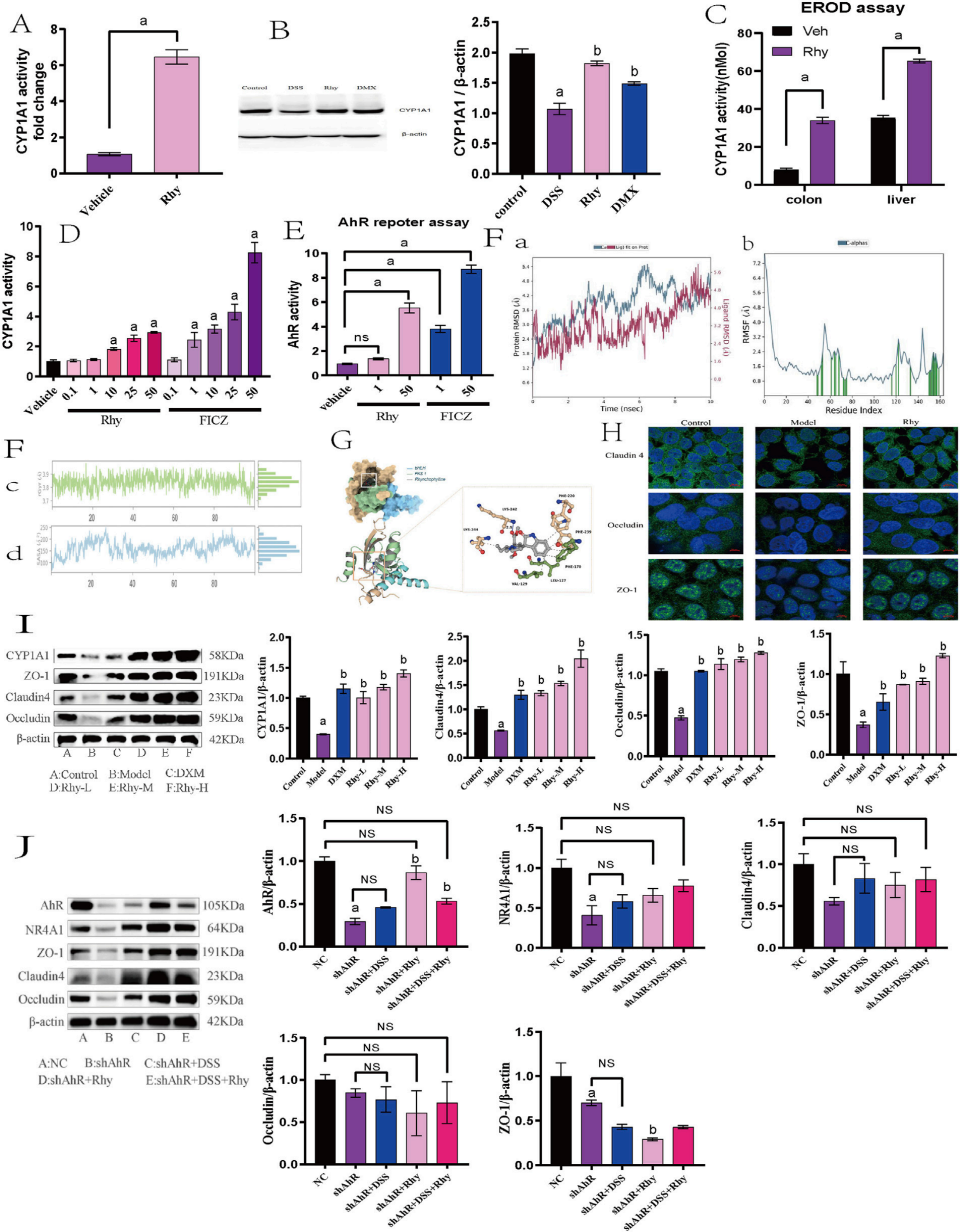
Rhy enhance tight junction proteins in AhR-dependent manner. **(A)** mRNA levels of Cytochrome P450 1A1 (Cyp1A1) was measured by RT-PCR (n = 7). **(B)** Cyp1A1 protein levels were measured using immunoblots and quantified (n = 3). **(C)** Cyp1A1 activity was measured in colons and livers by ethoxyresorufin-O-deethylase (EROD) assay (n = 6). **(D)** Cyp1A1 enzyme activity was measured by P450-Glo Cyp1A1 assay (n = 3). **(E)** The cells expressing AhR-reporter (luciferase) were treated with Rhy or FICZ (AhR high affinity ligand) and fold change of luminescence over vehicle treatment was measured (n = 3). **(F)** Molecular dynamics simulation of Rhy and AhR. **(A)**. RMSD system of Rhy-AhR; **(B)**. RMSF system of Rhy-AhR; **(C)**. Rhy-AhR system radius of rotation; **(D)**. Rhy-AhR system solvent can reach surface area. **(G)** Interaction between Rhy and AHR. **(H)** Effect of Rhy on intestinal barrier related proteins Claudin4, Occludin and ZO-1 (n = 3). **(I)** Effects of Rhy on Cyp1A1 and intestinal barrier related proteins (n = 3). **(J)** Expression of AhR, NR4A1protein and intestinal barrier protein after knocking down AhR (n = 3). ^a^ *P* < 0.05, indicating comparison with control group, ^b^ *P* < 0.05, indicating comparison with model group. Data were expressed as mean ± SEM.

These observations confirm that Rhy not only boosts CYP1A1 expression but also enhances its enzymatic activity through AhR activation. Additionally, in the Caco-2 cell line, the direct activation of AhR by Rhy was evaluated using an XRE-luciferase reporter gene system. Data indicated that 50 µM Rhy triggered a five-fold increase in luciferase activity compared to the vehicle, demonstrating significant AhR activation. In contrast, 50 µM FICZ led to a nine-fold increase in luciferase activity, highlighting a higher level of AhR activation by the potent agonist FICZ compared to Rhy treatment (Figure 5E).

Molecular dynamics simulations of the Rhy-AhR system demonstrated structural stability and overall kinetic stability, which is conducive to the effective pharmacological action of Rhy (Figure 5F). Molecular docking of Rhy with AhR primarily involves the bHLH (27–80) and PAS 1 (111–181) domains of the protein’s A-chain, represented in blue and green, respectively, in the figure (Figure 5G). The docking score for Rhy with AhR was −8.8 kcal/mol, and the binding free energy was −35.25 kcal/mol. Besides hydrogen bonding, hydrophobic interactions between hydrophobic amino acids and the ligand groups predominantly influence the protein-ligand binding. A hydrogen bond is formed between the carboxyl oxygen atom of Rhy and LYS-242 of AhR, along with hydrophobic interactions with LYS-244, VAL-129, LEU-127, PHE-170, PHE-239, and PHE-220.

Immunofluorescence experiments revealed that the proteins Claudin4, Occludin, and ZO-1 are primarily located at the intercellular contact areas, forming continuous linear structures that regulate paracellular permeability. The cell nuclei appeared as blue dots stained with DAPI. Compared to the control group, the fluorescence intensity of Claudin4, Occludin, and ZO-1 was reduced in the model group; following Rhy intervention, the fluorescence intensity of Claudin4, Occludin, and ZO-1 increased compared to the model group (Figure 5H).

Western blot results revealed that in a DSS-induced acute colitis mouse model, compared to normal controls, the expression levels of Cyp1A1 and intestinal barrier proteins such as ZO-1, Claudin4, and Occludin were significantly decreased. Treatment with Rhy notably enhanced the expression of these proteins in a dose-dependent manner (Figure 5I). To investigate whether Rhy’s upregulation of the tight junction proteins ZO-1, Claudin4, and Occludin is dependent on AhR activation, siRNA technology was employed to suppress AhR expression, and the levels of these proteins were subsequently measured. Experimental data revealed that in cells treated with siRNA targeting AhR, Rhy failed to effectively enhance the expression of ZO-1, Claudin4, and Occludin, suggesting that AhR activation is a critical mediator of Rhy’s effects (Figure 5J). This indicates that Rhy’s beneficial impact on intestinal barrier integrity is mediated through its activation of the AhR pathway.

### 3.6 Rhy enhances intestinal barrier function through NR4A1 mediation

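RNA-Seq covered the colonic tissue of 12 C57BL/6J mice in 4 groups of 3. The control group received no dextran sodium sulfate (DSS), a polymer that injures the colonic epithelium. The model group received DSS, and the other groups received DSS together with Rhy or with the glucocorticoid dexamethasone (DXM). In the acute colitis experiment, mice drank 3% DSS and were given DXM at 4 mg/kg or Rhy at 2, 4 or 8 mg/kg. The paper's text does not name the Rhy dose of the sequenced mice. The authors deposited the number of reads counted on each of 54532 genes in each library, without normalization, together with FPKM values (counts scaled to gene length and library size) made from the same counts. The paper's text names no aligner, counting program or test for differential expression. The total count per library was 15662589 to 16601454 in the control group (median 16462927), 15544386 to 16948352 in the model group (median 16503622), 14346478 to 16303944 in the Rhy group (median 15859252) and 16072006 to 17749716 in the DXM group (median 17034514). From these counts, 16904 genes passed edgeR's filter on low counts. Library sizes were scaled by the TMM method, and the groups were compared with edgeR's quasi-likelihood test in a single fit of all 12 libraries, with Benjamini-Hochberg adjustment of the p-values. Expression of single genes is given as CPM, the count scaled to the library size, on the TMM scale. On simulated counts with 200 genes changed 4-fold, this test recovered 119 of them at an adjusted p under 0.05 and also called 4 unchanged genes.
The libraries of model mice 1 and 2 were far more alike than any other pair. Their common dispersion, edgeR's measure of the variance between libraries beyond counting noise, was 0.00201. It was 0.0606 to 0.353 in the other 65 pairs. Their counts still differed by more than counting noise, since the median variance over 14129 genes was 1.95 times that of Poisson counts. This argues against 1 library divided in 2, but not against 1 mouse or 1 RNA sample sequenced as 2 libraries. Both libraries were kept, and the main fit counts them as 2 mice, which is not established. Values with their counts summed into 1 library, a choice made after the data were examined, are given beside the edgeR counts of genes. DESeq2 was not run with this pair as 1 library.

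**Figure D1:**
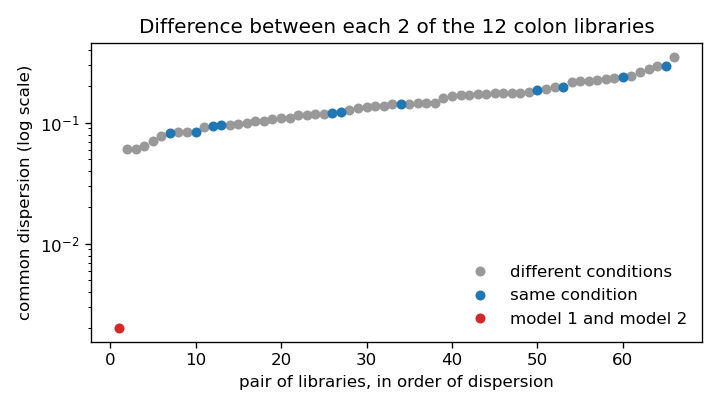
Common dispersion (log scale) of each of the 66 pairs of libraries, in order. The pair of model 1 and model 2 lies at 0.00201, and the next pair lies at 0.0606.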

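Between the model group and the control group, 0 of the 16904 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the smallest adjusted p was 0.459. At an unadjusted p under 0.05, 1626 genes differed, where 845 would pass by chance on average. Other splits of the 6 control and model libraries into groups of 3 gave 150 to 2127 genes. Of the 1626 genes, 863 were higher and 763 were lower in the model group. With DESeq2's size factors (RLE) in place of TMM, the number was 1646, with 666 higher and 980 lower. The number fell to 866 when the counts of model 1 and model 2 were summed into 1 library, and it rose to 2811 without control 3. DESeq2 with only the 6 libraries of the 2 groups, a setting added after the data were examined, gave 1746 genes at an unadjusted p under 0.05, 690 higher and 1056 lower in the model group. Of these, 167 had an adjusted p under 0.05. On simulated counts, DESeq2 fitted to all libraries called 53 unchanged genes beside 156 of the 200 changed ones. The adjusted calls of DESeq2 on 6 libraries were not tested on simulated counts.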

Further RNA-Seq analysis of colonic tissues from IBD mice revealed that between the control group and the model group, there were 1746 differentially expressed mRNAs, with 1056 genes upregulated and 690 downregulated (Figure 6A). Between the Rhy group and the model group, there were 1021 differentially expressed mRNAs, with 417 upregulated and 604 downregulated (Figure 6B). 

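In the edgeR fit, 0 genes had an adjusted p under 0.05 between the Rhy group and the model group, and the smallest adjusted p was 0.964. At an unadjusted p under 0.05, 628 genes differed, fewer than the 845 that chance gives on average. They comprised 294 genes higher and 334 genes lower in the Rhy group. Other splits of the 6 Rhy and model libraries into groups of 3 gave 89 to 1236 genes. The number for the real groups depended on single libraries. It was 1066 without Rhy 1, 1007 without model 3, 289 without model 1, and 293 without model 2. It was 283 with model 1 and model 2 as 1 library. The added setting, DESeq2 on the 6 libraries of these groups, gave 1021 genes at an unadjusted p under 0.05, of which 604 were higher and 417 were lower in the Rhy group, and 45 had an adjusted p under 0.05. Of these 1021 genes, 489 were among the 628 of edgeR. The DESeq2 setting counts model 1 and model 2 as 2 mice, so its estimate of the spread may be too small.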

An intersection of these revealed 215 differentially expressed mRNAs (Figure 6C). 

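In the edgeR fit, 136 genes had an unadjusted p under 0.05 in both comparisons. Of these, 134 (98.5%, exact Clopper-Pearson 95% confidence interval 94.8 to 99.8) changed in opposite directions, so that Rhy moved them back toward the control level. The interval treats genes as independent and does not measure the spread between mice. Without Rhy 1 the share was 81.9%, outside the interval. Both comparisons use the same 3 model libraries, and a chance deviation of these libraries moves a gene in opposite directions in them. In 30 simulations in which no group was changed, the comparisons shared 183 genes on average (157 to 210), and 99.1% of these changed in opposite directions (97.7 to 100). The observed overlap was therefore not larger than that of unchanged groups, although it exceeds the 60 genes that independent comparisons would share. With model 1 and model 2 as 1 library, 53 genes were shared. The number was 60 without model 1, 59 without model 2 and 264 without model 3. The added DESeq2 setting shared 215 genes, of which 209 changed in opposite directions. These came from 26086 genes tested in both comparisons. In 10 simulations of unchanged groups, which covered only 16904 genes, this setting shared 190 genes on average (171 to 210), with 97.9% in opposite directions (95.6 to 100). The numbers of shared genes are therefore not on the same scale, and whether 215 exceeds that of unchanged groups was not tested. The paper takes the shared genes forward to its enrichment analysis.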

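Lists of genes were written before the data were examined. Some are for processes that the paper's text names, and others are not. The paper's text does not name the brush border, but the plan of the tests counted it among the pathways that the paper names. Lists for processes that the paper drew from these same data are not independent evidence. All lists were tested with camera at a preset correlation of 0.01 between genes. This test asks whether a list as a whole ranks above or below the other genes. Adjustment covered 17 lists in 3 comparisons. The mitotic cell cycle list (43 genes) had a median log2 fold change of 0.94 in the model group against the control group, with 42 genes higher (camera adjusted p 7.21e-20), and -0.57 in the Rhy group against the model group, with 39 genes lower (camera adjusted p 2.32e-09). The extracellular matrix list (44 genes) had a median of -0.36 in the first comparison, with 40 genes lower (camera adjusted p 0.000693), and 0.50 in the second, with 39 genes higher (camera adjusted p 5.74e-08). The brush border list (25 genes) had medians of -0.96 (camera adjusted p 1.6e-11) and 0.49 (camera adjusted p 3.42e-08). The direction of these 3 lists was the same in both comparisons under the 16 alternatives run for each. The extracellular matrix list was no longer called in the Rhy comparison without Rhy replicate 3 (camera adjusted p 0.275). In the model comparison it was lost without control replicate 1 (0.0551) or without control replicate 3 (0.104). The mitotic list was still called in the Rhy comparison without Rhy replicate 1, but with a camera adjusted p of 0.0301. Its mean log2 CPM was 3.39, 4.07 and 4.5 in Rhy 1, 2 and 3. In model 1, 2 and 3 it was 4.64, 4.67 and 4.33, so Rhy 3 lay within the model range. However, fry, which uses the correlation of the genes in these libraries, called 0 of the 17 lists in any comparison, and so did camera with the correlation estimated. Under fry the adjusted p was 0.228 and 0.453 for the mitotic list, 0.742 and 0.65 for the extracellular matrix list, and 0.228 and 0.296 for the brush border list. On simulated counts, camera called the changed list and also 2 of 16 unchanged lists. Among the 136 shared genes, 3 belonged to the brush border list (Mep1b, Sis and Slc7a9; one-sided Fisher's exact test, adjusted p 0.00721), 1 to the mitotic list and 0 to the extracellular matrix list. Among the 215 genes of the added DESeq2 setting, 8 belonged to the brush border list (adjusted p 3.79e-11), 4 to the mitotic list (adjusted p 0.0015) and 1 to the extracellular matrix list (adjusted p 0.427). This test treats genes as independent, which genes of a list are not. For the 215 genes it was run against 26086 genes, more than the 16904 that passed edgeR's filter, so its p-values can be too small. Cytoskeletal filament genes were not analysed here as a list.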

Further enrichment analysis of these differentially expressed mRNAs through GO and KEGG pathways showed involvement in processes like extracellular matrix binding, aggregation of cytoskeletal filaments, and the mitotic cell cycle (Figure 6D). KEGG enrichment indicated that the intersected targets are involved in classic signaling pathways such as PI3K-Akt and P53, as well as novel pathways like Hedgehog and MicroRNAs in cancer (Figures 6E,F). Among them, five differentially expressed mRNAs: NR4A1, Lpar1, Ccnd2, Fgfr2, and Epha2 were enriched in the PI3K-Akt signaling pathway, with NR4A1 expression increased by 2.5-fold (Figure 6G). 

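Lists for p53 and Hedgehog signaling were tested in the same way, and lists for PI3K-Akt signaling and for microRNAs in cancer were not analysed here. The p53 list (60 genes) had a median log2 fold change of 0.03 in the model group against the control group (camera adjusted p 0.598) and -0.04 in the Rhy group against the model group (camera adjusted p 0.932). The Hedgehog list (48 genes) had medians of -0.10 (camera adjusted p 0.0543) and 0.02 (camera adjusted p 0.559). In the first comparison it passed the threshold, as lower in the model group, under 5 of 16 alternatives: RLE in place of TMM (0.0435), genes with any count (0.0442), protein-coding genes only (0.0493), without control replicate 1 (0.0249) and without control replicate 2 (0.0266). Among the 136 genes shared by the edgeR comparisons, 1 was in the Hedgehog list (Cul1) and 1 in the p53 list (Cd82), where 0.39 and 0.48 would fall by chance. Among the 215 genes shared by the DESeq2 comparisons, 4 were in the Hedgehog list (Ccnd2, Cul1, Gli1 and Hhip). By chance 0.40 would fall there among 26086 genes (one-sided Fisher's exact test, adjusted p 0.00153). This background is larger than the 16904 genes that passed edgeR's filter, and the test treats genes as independent. Its p-value can therefore be too small. Both DESeq2 comparisons also use the same model libraries.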

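Nr4a1 (ENSMUSG00000023034, chromosome 15 of GRCm38 from 101254269 to 101274795) had 15.3, 12.5 and 13.9 CPM in the model libraries, and 11.2, 33.8 and 63.5 CPM in the Rhy libraries. In the control group it had 27.9 ± 10.9 CPM (SD, n = 3). Its log2 fold change in the Rhy group against the model group was 1.38 (standard error 0.80), a 2.61-fold higher level, with an adjusted p of 1 in edgeR's quasi-likelihood test. Of the Rhy libraries, 2 lay above all model libraries and 1 lay below them. The exact two-sided permutation test gave p = 0.4, where 3 independent mice against 3 allow no p under 0.1. With model 1 and model 2 as 1 sample, 20% of the arrangements set the groups apart by chance. The log2 fold change was 0.70 without Rhy 3 and 1.81 without Rhy 1. In the DXM group, Nr4a1 had 25.4, 25.5 and 221 CPM. Its log2 fold change against the model group was 2.71 there (standard error 0.83, edgeR adjusted p 0.622), and 0.87 without DXM 3. A higher level than in the model group was therefore not particular to Rhy. Lpar1 (ENSMUSG00000038668, chromosome 4 from 58435255 to 58553898) had 38.8, 37.9 and 39.3 CPM in the model group and 53.6 ± 5.41 CPM (SD, n = 3) in the Rhy group, a log2 fold change of 0.47 (standard error 0.18, edgeR adjusted p 1). Every Rhy library lay above every model library (exact permutation test, p = 0.1). The groups were also apart for Fgfr2 (log2 fold change 0.62, standard error 0.35) and Epha2 (0.72, standard error 0.36). For Ccnd2 (0.92, standard error 0.52), 2 Rhy libraries lay above the model libraries and 1 lay below. The log2 fold change of Ccnd2 was 0.30 without Rhy 3. Adjusted over the list alone of the 21 named genes tested, 0 genes had an adjusted p under 0.05. The smallest value was 0.0865, for Lpar1 and others. This adjustment over the list is not independent evidence for genes that were taken from this RNA-Seq. Within conditions, with model 1 and model 2 as 1 sample, Nr4a1 rose with the mean of the other immediate early genes (Pearson r 0.88, exact permutation p 0.028; Spearman rho 0.87, p 0.046; 11 samples). From these genes the paper selects Nr4a1 as the one to follow.

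**Figure D2:**
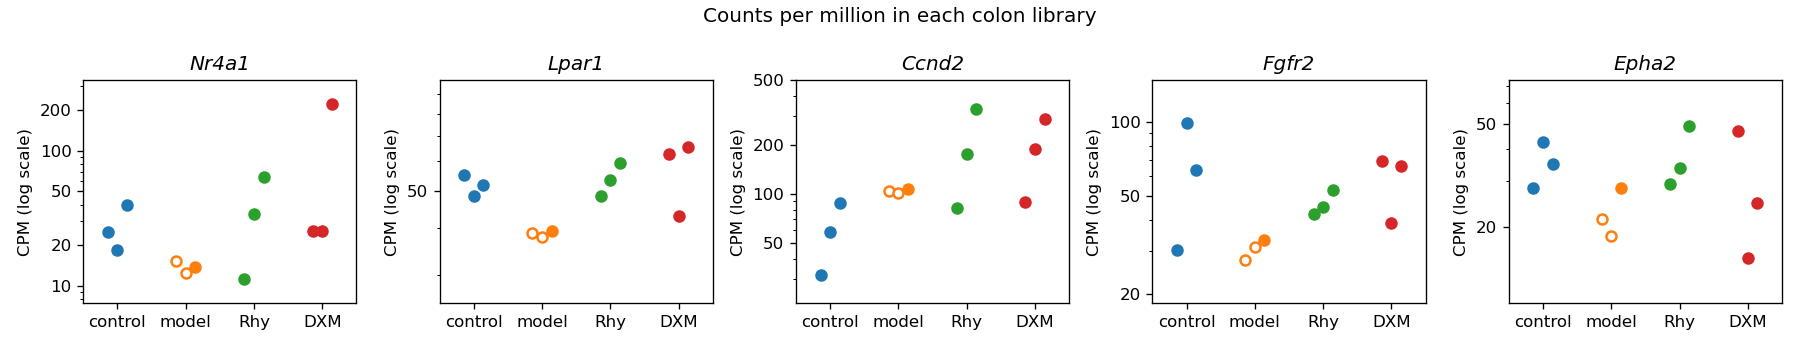
CPM (log scale) of the 5 genes in each library, 1 point per mouse. Open points are model 1 and model 2. The Nr4a1 points of the Rhy group spread from 11.2 to 63.5 CPM around the model points at 12.5 to 15.3 CPM.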

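Ahr itself (ENSMUSG00000019256, chromosome 12 of GRCm38 from 35497974 to 35535038) had 14.8, 17.4 and 16 CPM in the model libraries and 19.9 ± 3.46 CPM (SD, n = 3) in the Rhy group. The log2 fold change was 0.31 (standard error 0.22, edgeR adjusted p 1), and it was between 0.19 and 0.44 with each library left out in turn. A list of 8 tested target genes of AhR, written before the data were examined, had a median log2 fold change of -0.09 in the Rhy group against the model group, with 2 genes higher and 6 lower (camera adjusted p 0.488, fry adjusted p 0.669). The list passed the threshold, as lower in the Rhy group, without model replicate 1 (camera adjusted p 0.0422) and with model 1 and 2 as 1 library (0.0499). In the model group against the control group the median was -0.21 (camera adjusted p 0.932).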

Based on these results, we hypothesize that NR4A1 is a downstream target of AhR, and Rhy enhances intestinal barrier function through the AhR-NR4A1 pathway. This hypothesis was validated in colonic epithelial cells with knocked-down AhR, where NR4A1 expression decreased and Rhy treatment did not induce an upregulation of NR4A1 protein expression (Figure 5J).

**FIGURE 6:**
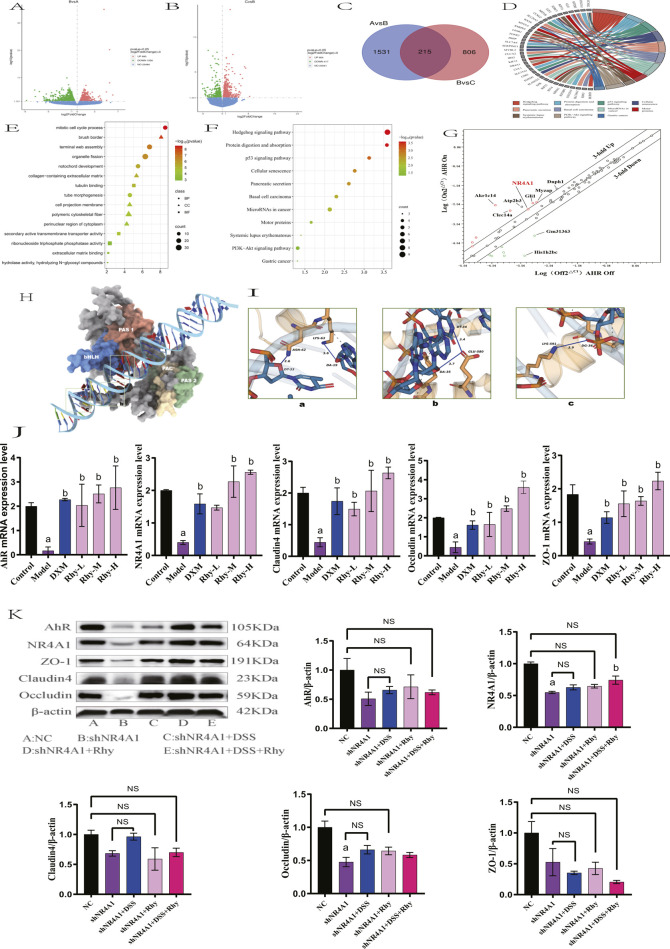
NR4A1 is required for Rhy mediated upregulation of tight junction proteins. **(A)** Differential gene expression between control group and model group (n = 3). **(B)** Differential gene expression between model group and Rhy group (n = 3). A is control group, B is model group, C is Rhy group. **(C)** The intersection of different genes in control group, model group and Rhy group. **(D)** Differential genes are expressed in the pathway. **(E)** GO Analysis of differential genes in colon tissue of IBD mice. **(F)** KEGG Analysis of differential genes in colon tissue of IBD mice. **(G)** A focused RT-QPCR screen of gene expression in the AhR-inducible (n = 3). **(H)** Three-dimensional structure of AhR and NR4A1. **(I)** AhR interacts with the NR4A1 complex. **(J)** Effect of Rhynchophylline on NR4A1 and intestinal barrier related mRNA in NCM460 cells (n = 3). **(K)** Expression of AhR, NR4A1protein and intestinal barrier protein after knocking down NR4A1 (n = 3). ^a^ *P* < 0.05, indicating comparison with control group, ^b^ *P* < 0.05, indicating comparison with model group. Data were expressed as mean ± SEM.

Since AhR is essential for Rhy-mediated activity, we hypothesized that AhR binds to the NR4A1 promoter sequence. Based on predictions from the MEME Suite, we successfully identified the binding sites between AhR and NR4A1, including the binding site of AhR_HUMAN (612AA-660AA) and the NR4A1 promoter sequence (TTT​TAT​TAT​TTA​TTT​ATA​ATT​TAT​TTT​TAT​TTT​TAG​AGA​TGT​GTC​TTG​C). Through modeling and protein-DNA docking simulations, we obtained the three-dimensional structure of the AhR-NR4A1 complex. The docking score and confidence score of AhR-NR4A1 were −219.22 and 0.7997, respectively, suggesting a high probability of binding between the two molecules (Figure 6H). Systematic analysis of the binding interface of the complex using the PLIP tool showed that the interface primarily consists of two types of interactions: hydrogen bonds (blue solid lines) between LYS-63 of AhR and DA-19 of NR4A1, and ASN-62 of AhR and DT-33 of NR4A1; GLU-580 of AhR forms hydrogen bonds with DT-34 and DA-35 of NR4A1; and LYS-591 of AhR forms a hydrogen bond with DG-36 of NR4A1, in addition to multiple hydrophobic interactions (grey dashed lines) (Figure 6I).

qPCR findings demonstrated that, relative to the control group, there was a significant reduction in NR4A1 mRNA expression and intestinal barrier protein mRNA levels, including ZO-1, Claudin4, and Occludin, in the model group. Treatment with Rhy significantly upregulated NR4A1 mRNA expression and the mRNA levels of intestinal barrier proteins ZO-1, Claudin4, and Occludin in a dose-dependent manner (Figure 6J). In contrast, Rhy was unable to induce upregulation of these intestinal barrier proteins ZO-1, Claudin4, Occludin in NR4A1-knockdown cells (Figure 6K). Overall, these results indicate that the upregulation of tight junction proteins mediated by Rhy is dependent on AhR and NR4A1. Therefore, Rhy enhances intestinal barrier function and alleviates inflammation through the AhR-NR4A1 pathway, playing a therapeutic role in the treatment of IBD.

## 4 Discussion

In this study, we demonstrated that Rhynchophylline (Rhy) not only exhibits anti-inflammatory effects but also promotes intestinal health by enhancing barrier function. Our findings further confirm that Rhy activates the AhR-NR4A1 signaling pathway, which enhances the expression of tight junction proteins and suppresses inflammatory responses. Additionally, Rhy has shown significant efficacy in both the prevention and treatment of colitis. Rhy, a bioactive alkaloid extracted from the traditional Chinese herb Uncaria rhynchophylla, possesses pharmacological activities such as calcium channel blocking, anti-inflammatory effects, antihypertensive properties, and ischemic protection (Kaneko et al., 2020; Zhou and Zhou, 2010; Wastag et al., 2022). However, the molecular targets of Rhy in the pathophysiology of IBD have yet to be fully explained. Through RNA-Seq analysis, we uncovered the protective effects of Rhy on colonic epithelial cells and the potential mechanisms involved.

Rhy mediates the upregulation of tight junction proteins such as ZO-1, Claudin4, and Occludin, providing protection against the “leaky gut” phenotype induced by LPS in colonic epithelia, thus playing a crucial role in regulating intestinal barrier function. The intestinal barrier comprises colonic epithelial cells and the connections between these cells, including gap junctions, adherens junctions, and tight junctions, which collectively function to seal intercellular spaces (Li et al., 2022; Vindigni et al., 2016). Tight junctions consist of proteins such as Occludin, Claudins, and Zona Occludens-1 (ZO-1) (Chen et al., 2021; Peng et al., 2023). When the function of the intestinal barrier is compromised, it can lead to dysbiosis of the gut microbiota, allowing various harmful substances to cross the intestinal barrier into the bloodstream, causing the invasion of pathogens, endotoxins, and allergens into the intestinal lumen. This results in excessive immune responses and inflammatory reactions (Camilleri et al., 2012; Mehandru and Colombel, 2021). In patients with Crohn’s disease, proteins such as Occludin, Claudin-3, -5, -8 are notably decreased and redistributed (Kuo et al., 2019). Similarly, in patients with ulcerative colitis, expressions of Occludin, Claudin-1, and -4 are found to be reduced (Wei et al., 2021). Dysfunction of the barrier function and inflammation create a vicious cycle in IBD, and blocking one pathway is often insufficient to alleviate the disease progression (Di Vincenzo et al., 2024). Therefore, repairing the integrity of the intestinal tight junctions as a therapeutic strategy for IBD may be effective.

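In the RNA-Seq of mouse colonic tissue, ZO-1 (gene Tjp1, ENSMUSG00000030516, chromosome 7 of GRCm38 from 65296165 to 65527781) had 93.6, 93.6 and 84.8 CPM in the model libraries and 111 ± 2.49 CPM (SD, n = 3) in the Rhy group. Every Rhy library lay above every model library (exact two-sided permutation test, p = 0.1, the smallest that 3 independent mice against 3 allow). If model 1 and model 2 are 1 sample, 20% of the arrangements set the groups apart by chance. The log2 fold change was 0.29 (standard error 0.21, edgeR adjusted p 1). Occludin (Ocln, ENSMUSG00000021638, chromosome 13 from 100496507 to 100552718) had 66.0, 65.5 and 64.6 CPM in the model group and 78.5 ± 13.4 CPM (SD, n = 3) in the Rhy group, a log2 fold change of 0.26 (standard error 0.22, edgeR adjusted p 1). Claudin4 (Cldn4, ENSMUSG00000047501, chromosome 5 from 134945119 to 134946934) was lower in the Rhy group, at 86.5 ± 5.55 CPM (SD, n = 3), than in the model libraries at 96.4, 88.6 and 112 CPM. Its log2 fold change was -0.19 (standard error 0.50, edgeR adjusted p 1), within the spread between mice. Cyp1a1 (ENSMUSG00000032315, chromosome 9 from 57687928 to 57703824) had 6.18, 6.13 and 16.6 CPM in the model group and 19.5, 25.2 and 16.3 CPM in the Rhy group, a log2 fold change of 1.08 (standard error 1.38, edgeR adjusted p 1). In the control libraries it ranged from 0.0749 to 254 CPM. None of the 4 genes had an adjusted p under 0.05 for this comparison under any alternative run. The tight junction list (25 genes) had a median log2 fold change of 0.01 in the Rhy group against the model group (camera adjusted p 0.328), and it passed the threshold, as higher in the Rhy group, without Rhy replicate 3 (0.0407).

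**Figure D3:**
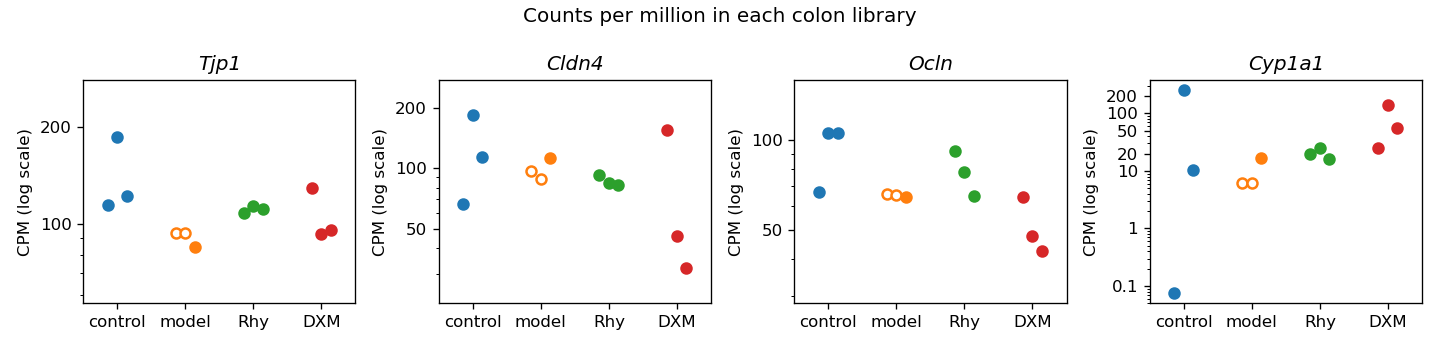
CPM (log scale) of Tjp1, Cldn4, Ocln and Cyp1a1 in each library, 1 point per mouse. Open points are model 1 and model 2. Tjp1 has every Rhy point above the model points, and the Cyp1a1 control points spread from 0.0749 to 254 CPM.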

RNA-seq analysis revealed that Rhy not only enhances the expression of tight junction proteins ZO-1, Claudin4, and Occludin in colonic epithelial cells but also upregulates the expression of Cyp1A1. Given that Cyp1A1 is a liver enzyme involved in Phase I drug metabolism and a downstream gene of AhR (AHR, 2024), these findings imply that AhR might mediate the effects of Rhy. Upon activation, AhR translocates to the nucleus, where it forms heterodimers with the AhR Nuclear Translocator (ARNT). This complex specifically binds to AhR response elements, thereby initiating the transcription of various target genes, including CYP1A1 (Sondermann et al., 2023; Alhamad et al., 2022). Research by Singh et al. (Singh et al., 2011) demonstrated that activating AhR can inhibit the MLCK-pMLC signaling pathway, which prevents the disruption of tight junctions caused by TNF-α and IFN-γ. This activation promotes increased expression of ZO-1, Occludin, and Claudin proteins, reduces intestinal mucosal permeability, and helps repair the intestinal barrier. Furthermore, activated AhR enhances the expression of IL-22, which helps suppress intestinal inflammation in mice with colitis (Lee et al., 2011). Activation of AhR by Tetrachlorodibenzo-p-dioxin (TCDD) has been shown to alleviate intestinal inflammation in Crohn’s disease (Swigonska et al., 2023). The AhR agonist β-naphthoflavone significantly reduces colitis induced by DSS (El-Dairi et al., 2020). Treatment with FICZ not only alleviates DSS-induced colitis but also reduces colitis induced by 2,4,6-trinitrobenzenesulfonic acid (TNBS) (MiR-124a Mediates the Impairment, 2024). Conversely, administering an AhR antagonist to mice worsens TNBS-induced colitis (Benson and Shepherd, 2011), suggesting that AhR activation can mitigate intestinal inflammation, thus proposing AhR as a ‘new target’ for IBD treatment. Studies show that Rhy induces the expression and nuclear translocation of AhR, enhances the transcription of XRE target genes, and induces Cyp1A1 enzyme activity.

What is Interesting is that Rhy failed to induce the expression of ZO-1, Occludin, and Claudin4 proteins in AhR-knockdown cells. Previous reports have indicated that overexpression of Cyp1A1 in mice leads to a reduction in AhR ligands, resulting in decreased AhR activity, a form of negative feedback regulation (Stockinger et al., 2021). Although Cyp1A1 activity increased following Rhy treatment, we did not observe a decrease in Rhy’s pharmacological activity consequent to increased Cyp1A1 activity. It is also possible that Rhy is metabolized through Cyp1A1, producing unknown active metabolites that activate the AhR-NR4A1 pathway. Wei Wang and others have reported (Wang et al., 2010) that 24 h after oral administration, 9.4% of Rhy is metabolized into 11-hydroxyRhynchophylline and 10-hydroxyRhynchophylline in roughly equal proportions. Cytochrome P450 (CYP) enzymes in rat liver microsomes play a crucial role in the hydroxylation of Rhy, with CYP2D, CYP1A1/2, and CYP2C involved in the hydroxylation process (Liu et al., 2023). The metabolites of Rhy might also exhibit certain beneficial activities. Further research is required to support these possibilities, including the specific knockout of CYP1 enzymes in systemic and intestinal epithelial cells to determine the exact role of Cyp1A1 in Rhy-mediated activities.

Rhy is unable to exert its activity in cells with knocked-down AhR, indicating that the AhR pathway plays a crucial role in mediating Rhy’s effects. While previous studies have confirmed the role of AhR in regulating immune cell functions (The aryl hydrocarbon receptor, 2024; Gao et al., 2018), our research highlights the importance of AhR in regulating tight junction proteins and intestinal barrier functions in colonic epithelial cells. NR4A1, as an anti-inflammatory gene, are vital in the body’s immune response (Pulakazhi Venu et al., 2021; Guo et al., 2021). The expression levels of the NR4A1 gene are significantly reduced in various cancer tissues such as bladder urothelial carcinoma, invasive breast cancer, and head and neck squamous cell carcinoma (Deng et al., 2022). NR4A1 is closely associated with inflammatory processes and exerts a significant inhibitory effect in monocytes through the nuclear factor kappa-B (NF-κB) signaling pathway (Liu et al., 2019). Genetic variations in NR4A1 are associated with IBD risk, and activation of NR4A1 has been proven to regulate intestinal inflammation (Wu et al., 2016). Current research focuses on identifying AhR’s target genes and their associated regulatory factors. Whether NR4A1 acts as a downstream effector gene of AhR is a focal point of this study. Previous studies have shown that the complex formed by AhR and ARNT can bind to the promoter region of NR4A1, thereby increasing its transcriptional expression (Safe et al., 2023). Our *in vitro* and *in vivo* results indicate that Rhy significantly induces the expression of AhR and its target gene NR4A1 in colonic epithelial cells. Moreover, the AhR-NR4A1 pathway is crucial for the upregulation of tight junction proteins mediated by Rhy.

Animal studies have demonstrated that Rhy treatment significantly enhances tight junction proteins, reduces intestinal permeability, and diminishes local and systemic inflammation, thus alleviating symptoms of colitis. A dosage of 2 mg kg^-1^ Rhy has shown therapeutic effects on DSS-induced colitis, and it has been observed that Rhy enhances intestinal barrier function, which helps prevent the development of colitis. In mice pre-treated with Rhy before DSS-induced colitis, there was a significant reduction in intestinal permeability, consistent with Rhy’s increase in the expression of tight junction proteins. Even after discontinuing Rhy treatment post-DSS-induced colitis, mice still showed delayed progression of the disease, suggesting that Rhy may exert preventive effects on colitis by enhancing intestinal barrier function. Daily administration of Rhy resulted in upregulated expression of AhR, NR4A1, and tight junction proteins such as ZO-1, Occludin, and Claudin4 in the colons of mice. These findings highlight Rhy’s potential to strengthen intestinal barrier integrity, which could play a crucial role in preventing the onset of colitis. Rhy not only mitigates both chronic and acute colitis induced by DSS but also demonstrates efficacy across different models, indicating its broad benefits. Unlike high-affinity and potentially toxic AhR ligands like FICZ, Rhy, as a low-affinity and non-toxic AhR ligand, offers a novel therapeutic strategy for treating colitis.

Rhy was unable to upregulate the expression of DSS-induced intestinal barrier proteins ZO-1, Occludin, and Claudin4 in cells with knocked-down AhR or NR4A1, indicating that the AhR-NR4A1 pathway mediates Rhy’s activities in repairing the intestinal barrier and its anti-inflammatory effects. Rhy may exert its anti-colitis effects through two mechanisms. Firstly, Rhy acts directly on immune cells, such as macrophages, to prevent inflammation induced by LPS or bacteria, and exhibits anti-inflammatory activity through the AhR-NR4A1 pathway. Most importantly, Rhy directly affects intestinal epithelium and barrier function by upregulating tight junction proteins. Enhanced barrier function can reduce bacterial leakage within the intestine, thereby significantly reducing systemic inflammation. 

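Gli1 (ENSMUSG00000025407, chromosome 10 of GRCm38 from 127329882 to 127341974), a transcription factor that Hedgehog signaling induces, had 2.10, 2.00 and 1.61 CPM in the model libraries, and 1.2, 4.77 and 7.53 CPM in the Rhy libraries. Its log2 fold change was 1.25 (standard error 0.64, edgeR adjusted p 1). Of the Rhy libraries, 2 lay above all model libraries and 1 lay below (exact two-sided permutation test, p = 0.4). The log2 fold change was 0.66 without Rhy 3 and 1.69 without Rhy 1. Of the 48 genes of the Hedgehog list, 26 were higher and 22 were lower in the Rhy group, and the list passed the threshold in this comparison under 0 of the 16 alternatives.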

RNA-Seq pathway analysis indicates that Rhy could also be crucial in inducing the Hedgehog signaling pathway. Recent studies have demonstrated a close connection between the Hedgehog signaling pathway and the pathogenesis of inflammatory bowel disease (IBD) (Buongusto et al., 2017; Eriodictyol attenuates dextran sodium sulphate, 2024). The activation of this pathway significantly influences the proliferation and differentiation of intestinal stem cells, which are crucial for the repair and regeneration of the intestinal epithelium (Bouwman et al., 2022). Moreover, the Hedgehog signaling pathway may also be involved in the development of IBD by regulating immune responses and inflammatory processes (Lees et al., 2008). Thus, we hypothesize that besides its anti-inflammatory and barrier-protective properties, Rhy could treat IBD by modulating the Hedgehog signaling pathway.

## 5 Conclusion

This research summarizes how Rhy alleviates IBD by improving the function of intestinal barrier and reducing inflammation. Current IBD treatments focus on suppressing inflammation, but enhancing intestinal barrier function might be a more effective therapeutic approach. In conclusion, Rhy has shown positive effects in treating inflammatory bowel disease (IBD) and its potential clinical applications may extend beyond this condition. Rhy could also be beneficial for other diseases caused by barrier dysfunction and inflammation, such as alcoholic liver disease, neurological disorders, and colon cancer. These findings underscore Rhy’s potential therapeutic role across multiple disease contexts, highlighting its significant translational relevance.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: Gene Expression Omnibus (GEO), accession number GSE307290.

How the deposited data were processed for this re-analysis (not part of the article)

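Gene expression was measured by RNA-Seq in the colonic tissue of 12 mice, 3 each in the control, model, Rhy and DXM groups. The deposited counts are whole numbers of reads per gene that the authors counted without normalization. The FPKM values deposited by the authors are the same counts divided by gene length and by a scaled library size: 100% of the 262985 values above 0 were recovered from the counts with DESeq2's size factors, within 0.1% or 0.001 FPKM. The paper's text names no aligner, counting program, annotation or test for differential expression, and its statistics section names GraphPad Prism with t tests and ANOVA for the paper as a whole. The coordinates in the deposited count table match GENCODE M21 on GRCm38 for 98.3% of the gene identifiers found in both, and for all 23 named genes. The counting does not state whether strand was used, so overlapping and antisense genes are uncertain. Each column of the tables carries a sample title, and 0 columns belong to samples outside the sample list.

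Total counts were 14346478 to 17749716 per library. Of the 54532 genes, 24548 had no count in any library. Genes were kept with edgeR's filterByExpr at its default minimum count of 10, which left 16904. The counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, estimateDisp, glmQLFit and glmQLFTest on group means, two-sided, all 12 libraries in 1 fit because groups of 3 leave little information on the spread). CPM values carry no prior count, and log2 CPM for the lists a prior count of 2. DESeq2 1.42.0 and limma 3.58.1 served for the alternatives. Comparisons were model against control, Rhy against model, DXM against model, Rhy against control and DXM against control, with Benjamini-Hochberg adjustment within each. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Gene lists were written from general knowledge, without an external database, and tested with camera (preset correlation 0.01, Benjamini-Hochberg adjustment over 51 tests), with fry and with camera at the estimated correlation. They covered Hedgehog signaling, p53 signaling, mitotic cell cycle, extracellular matrix, brush border, tight junction, AhR targets, immediate early genes, colitis inflammation, glucocorticoid targets, circadian clock, and markers of pancreatic acinar, smooth muscle, colon epithelial, B, T and fat cells.

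The test of single genes was tested on simulated counts of 16904 genes, of which 200 were changed 4-fold; 16589 passed the filter of edgeR. edgeR recovered 119 with 4 false calls. DESeq2 recovered 156 with 53 false calls on 16904 genes, and limma on log2(FPKM + 1) recovered 115 with 4 false calls. For the list test, a 2-fold change of the mitotic list was called by camera and by fry, and of 16 unchanged lists camera called 2 and fry called 1.

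The genes named in the text are the 23 genes that the paper names in its text or in Figure 6G, and the 3 largest rises and falls past the threshold in each comparison with DSS or a drug; no gene passed, so the second part names none. Other genes in the closing section were chosen after their values were seen, as said there. Of the 23 genes, 21 passed the filter, and Il6 and Mpo did not. The alternatives set before the data were examined were other scalings (RLE and upper-quartile), genes with any count, only the groups compared, protein-coding genes only, a replicate block, DESeq2, limma on log2(FPKM + 1) and log2(FPKM + 0.1), fry and the estimated correlation for the lists, and each library left out in turn. After the data were examined, 3 more were added: DESeq2 on only the groups compared, model 1 and model 2 as 1 library, and a term for libraries with Hoxb13 under 5 CPM. The values in FPKM were used only for the limma alternatives. For DESeq2 on only the groups compared, the shared genes of the p53 list and the adjusted calls of Rhy against control are not reported here. DESeq2 on only the groups compared was run in the first look at the data, together with DESeq2 on all libraries. The DXM group does not appear in the RNA-Seq methods of the paper, which names the control, model and Rhy groups, and the group was analysed here as a further comparison and for the estimate of the spread.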

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

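The tests of the DXM group in this part were chosen after its gene list results were seen, apart from the counts of other splits. The paper does not report RNA-Seq of the DXM group. Between the DXM group and the model group, camera called 9 of the 17 gene lists, 6 higher and 3 lower in the DXM group. The extracellular matrix list had the smallest adjusted p, with a median log2 fold change of 1.09 and 43 of 44 genes higher (camera adjusted p 1.83e-30, fry adjusted p 0.228). The smooth muscle list had a median of 0.68 with 20 of 20 genes higher (camera adjusted p 9.12e-11, fry adjusted p 0.228). The glucocorticoid target list was not called, with a median of -0.07 (camera adjusted p 0.932), and the colitis inflammation list was higher in the DXM group (median 0.73, camera adjusted p 0.003; 0.18 without DXM replicate 2). With fry or with the estimated correlation, 0 lists were called. Of the 10 splits of these 6 libraries into groups of 3, 3 gave as many called lists, and 6 lists were called without DXM 2. For single genes, 0 had an adjusted p under 0.05 and 1300 had an unadjusted p under 0.05, a number that 1 of the 10 splits reached, the real split included. This number was 537 without DXM 3.

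A candidate explanation of the extracellular matrix result is that the pieces of tissue from DXM mice held more muscle wall. Within conditions, with model 1 and model 2 counted as 1 sample, the means of the smooth muscle and extracellular matrix lists had a Pearson r of 0.51 over 11 samples (exact permutation within conditions, p 0.044, 2 relations tested, adjusted p 0.044) and a Spearman rho of 0.55 (p 0.053). Without the 2 samples farthest from the median, r was 0.42. The requirement that both p-values be under 0.05 was set after these values were seen, and makes the reading more cautious. Tissue composition and an effect of DXM cannot be told apart here, because both lists are high in the same group. The extracellular matrix list was still called without DXM replicate 3 (camera adjusted p 2.6e-25), and the mean log2 CPM of the list was 5.9 in DXM 3 against 4.25 to 4.86 in the control libraries, so a control mouse mislabelled as DXM 3 would not account for this result.

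A separate pattern bears on the label of DXM 3. The pseudogene Rps26-ps1, chosen after its values were seen, had 3.20 to 7.27 CPM in the control libraries and 4.58 CPM in DXM 3, against 92.1 to 296 CPM in the other 8 libraries. On an axis from the model group (0) to the control group (1) over 500 genes, DXM 3 lay at 0.38. The control libraries, each placed by an axis made without it, lay at 0.22, 0.44 and 0.32, and the Rhy libraries lay at 0.30 to 0.71, so that the axis does not separate control mice from treated ones and cannot tell whether DXM 3 is a control mouse. For the extracellular matrix result, an effect of DXM itself stays open as the biological explanation.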

How the results depend on the processing

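Besides the 23 alternatives set before the data were examined, 3 were added after it: DESeq2 on the 2 groups compared, model 1 and 2 as 1 library, and a Hoxb13 term. Of the log2 fold changes of single genes, 994 values kept their direction and their side of the threshold, 16 reversed and 8 passed the threshold. The 8 were Cxcl1 and Gli1 in DXM against model with DESeq2 (adjusted p 0.0228 and 0.0342) and with DESeq2 on the 2 groups compared, Hist1h2bc in model against control with DESeq2 (0.0423), and, with DESeq2 on the 2 groups compared, Cyp1a1 and Fgfr2 in DXM against model and Gli1 in model against control. Of the counts and the values at claims, 243 stayed alike and 45 moved under the alternatives set before, and 42 stayed alike and 12 moved under those added. Except where said, the cause was not tested.

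No gene had an adjusted p under 0.05 with RLE, upper-quartile, protein-coding genes only, limma on log2(FPKM + 1), model 1 and 2 as 1 library or the Hoxb13 term, where between 283 and 3352 genes per comparison had an unadjusted p under 0.05. With genes with any count, the numbers were 1 for model against control, 1 for Rhy against control and 13 for DXM against control. With only the groups compared they were 1 for model against control and 2 for DXM against model. With DESeq2 they were 46, 5, 53, 33 and 1058 for model against control, Rhy against model, DXM against model, Rhy against control and DXM against control, and with DESeq2 on the 2 groups compared they were 167, 45, 589 and 385 for model against control, Rhy against model, DXM against model and DXM against control. With limma on log2(FPKM + 0.1) they were 2 for Rhy against model and 2 for DXM against model. Across the 6 fits of each comparison that left out 1 library, they ranged from 0 to 1 for model against control and for Rhy against model (1 without model replicate 3), from 0 to 4 for DXM against control, and were 0 for the other 2 comparisons. The genes behind these counts of 5 or fewer, named after their values were seen, were Rps26-ps1 (any count in both comparisons, the groups compared in model against control, and without DXM replicate 3), H2-T23 and H2-T22 (the groups compared, DXM), Spa17, Gm5514, Gm12337, Ggta1 and Gm10039 (DESeq2, Rhy against model), Gm12337 and Gm5514 (limma, Rhy), Gm5514 and Igkv12-41 (limma, DXM), Ggta1 (without model replicate 3) and Myo7b, Ranbp1, Ston2 and Garem1 (without DXM replicate 1).

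At an unadjusted p under 0.05, genes with any count gave 972 genes for Rhy against model and 214 shared genes, from a larger number of genes tested. Only the groups compared gave 2514 for DXM against model, and DESeq2 on the 2 groups compared gave 2644. For Rhy against model the latter gave 1021, with 215 shared. With model 1 and 2 as 1 library the numbers were 866, 283 and 736, with 53 shared, from fewer samples. Leaving out 1 library gave 888 (without model replicate 1) to 2811 (without control replicate 3) for model against control, 289 (without model replicate 1) to 1066 (without Rhy replicate 1) for Rhy against model, 537 (without DXM replicate 3) to 1594 (without DXM replicate 2) for DXM against model, and 59 (without model replicate 2) to 264 (without model replicate 3) shared genes. The percent of the shared genes changed in opposite directions was 98.5, and 100 with RLE, 94.7 with only the groups compared, and 81.9 (without Rhy replicate 1) to 100 across the fits that left out 1 library. The scaling moved the share of higher genes: RLE gave 40.5% against 53.1% for model against control (666 higher and 980 lower), and upper-quartile scaling gave 75.4% against 63.6% for DXM against model (1020 higher and 333 lower) and 61.2% against 46% for DXM against control, where it moved the median log2 fold change of the tested genes from 0.056 to 0.152.

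The number of lists called was 0 in each of the 3 comparisons with fry and 0 with camera with estimated correlation. Leaving out 1 library gave 6 to 10 lists for model against control, 6 to 9 for Rhy against model and 6 to 10 for DXM against model.

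A replicate block, which pairs libraries of the same number, gave 93.4 percent in opposite directions; of the 18 correlations between same-numbered libraries 5 were over 0.1 (from -0.31 to 0.36), so the numbers do not pair the mice.

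The log2 fold changes that reversed were far from the threshold on the adjusted p. The ranges given with them are over the fits that left out 1 library. For Cxcl1 in model against control, 0.08 became -0.01 with limma on log2(FPKM + 1), -0.13 on log2(FPKM + 0.1), -0.25 without control replicate 3 and -0.83 without model replicate 1 (-0.83 to 0.49); in Rhy against model, 0.28 became -0.14 without model replicate 2 and -0.31 without Rhy replicate 3 (-0.31 to 1.18). For Myzap in DXM against model, -0.04 became 0.04 with upper-quartile scaling, 0.02 without model replicate 3, 0.11 without DXM replicate 2 and 0.24 without DXM replicate 3 (-0.59 to 0.24). The log2 fold change of Tnf, DXM vs model, went from 0.32 to -0.08 with the Hoxb13 term; in model against control, -0.48 became 0.66 without control replicate 1 (-0.85 to 0.66). For Cldn4, -0.35 became 0.02 without DXM replicate 3 in DXM against model (-1.34 to 0.02), and -0.29 became 0.13 without control replicate 2 in model against control (-0.59 to 0.13). For Cyp1a1 in model against control, -3.20 became 0.85 without control replicate 2 (-3.89 to 0.85). For Epha2 in DXM against model, 0.35 became -0.19 without DXM replicate 1 (-0.19 to 0.65). For Rhy against model, the log2 fold changes of Nr4a1, Ahr, Tjp1, Cldn4, Ocln and Cyp1a1 kept their direction and their side of the threshold under the alternatives run for them; with 1 library left out they were 0.70 to 1.81, 0.19 to 0.44, 0.27 to 0.31, -0.27 to -0.07, 0.14 to 0.38 and 0.84 to 1.75.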

Differences from the paper's values

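The paper gives 1021 differentially expressed genes between the Rhy group and the model group, and the edgeR test at an unadjusted p under 0.05 gave 628. Of the alternatives set before the data were examined, genes with any count, only the groups compared, DESeq2, without model replicate 3 and without Rhy replicate 1 came within 1.5 times of the paper's value, and the other 10 did not. The paper gives 604 of these genes as downregulated, and its text does not say in which group. Taken as lower in the Rhy group, the value here was 334, and taken as lower in the model group it was 294. For the first reading, with genes with any count, DESeq2, without model replicate 3, without Rhy replicate 1 or without Rhy replicate 3 the value lay within 1.5 times of the paper's, and with the other 10 it did not. For the second reading it did with genes with any count, only the groups compared, DESeq2 and without Rhy replicate 1. The paper gives 215 genes in both comparisons, and the value here was 136. It lay within 1.5 times of the paper's with genes with any count, only the groups compared, DESeq2, limma on log2(FPKM + 1), without control replicate 3, without model replicate 3, without Rhy replicate 1 or without Rhy replicate 3, and it did not with the other 10.

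DESeq2 on only the 2 groups compared, at an unadjusted p under 0.05, an alternative chosen after seeing the values, gave 1746 genes between the model and control groups, 1021 between the Rhy and model groups and 215 in both, each equal to the paper's. At an adjusted p under 0.05 it gave 167 and 45. The paper's text does not say which group its directions refer to. The paper gives 1056 genes as upregulated and 690 as downregulated in its comparison of control and model, and in this setting 690 were higher and 1056 lower in the model group. The paper gives 417 as upregulated and 604 as downregulated for the Rhy and model groups, and in this setting 604 were higher and 417 lower in the Rhy group. Counted as control relative to model and model relative to Rhy, the numbers of higher and lower genes equal the paper's. On that exchanged scale the edgeR values were 763 and 863, and 334 and 294.

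The paper states that RNA-Seq showed higher Claudin4 with Rhy. Cldn4 had a log2 fold change of -0.19 (edgeR adjusted p 1). It states the same of Occludin, ZO-1 and Cyp1A1, whose log2 fold changes were 0.26, 0.29 and 1.08, each with an adjusted p of 1 and unadjusted p-values of 0.26, 0.191 and 0.449. In DESeq2 on the 2 groups compared, Cyp1a1 had an unadjusted p of 0.0107, and those of Tjp1, Ocln and Cldn4 were 0.0629, 0.178 and 0.373. The paper counts Nr4a1, Lpar1, Ccnd2, Fgfr2 and Epha2 among the genes changed in both comparisons. In edgeR, Lpar1 had an unadjusted p under 0.05 in both, and the other 4 genes did not. In DESeq2 on the 2 groups compared, the setting chosen after seeing the values, all 5 did. The paper states that p53 and Hedgehog signaling are enriched among the shared genes, where the edgeR genes included 1 of each list. In the DESeq2 setting the shared genes included 4 of the Hedgehog list.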

Other observations

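The tests in this part were chosen after the results were seen, apart from the counts of other splits of the libraries. Those counts were as follows. For model against control, Rhy against model and DXM against model, 2, 6 and 1 of the 10 splits of the 6 libraries gave as many genes with an unadjusted p under 0.05, and 2, 4 and 3 gave as many called lists, the real split included. With 0 genes at an adjusted p under 0.05, 10 of the 10 splits gave as many in each of the 5 comparisons; Rhy against control had 1953 genes and DXM against control 3189 at an unadjusted p under 0.05. A split of 3 libraries against 3 cannot give a share under 0.1. Of 100 splits of the 9 control, model and Rhy libraries, 49 gave as many shared genes as the 136 and 76 gave as high a percent changed in opposite directions. The log2 fold changes of the comparisons had a correlation of -0.46 across genes, which are not independent replicates, against -0.5 on average in simulated unchanged groups.

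Model 1 and model 2 differ less than any other pair of libraries. Over 49 antibody variable genes, whose use differs between animals, their median variance was 1.77 times that of Poisson counts, where the other 65 pairs had at least 6.15. Over 14129 genes the factor was 1.95, where reads of 1 library divided between columns would give 1, which argues against such a division. A candidate explanation is 1 mouse or 1 RNA sample sequenced as 2 libraries, in which case the model group holds 2 independent mice. Littermates or mice of 1 cage were not tested.

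Hoxb13 and Hoxd13 were near 0 in control 3, model 3 and Rhy 1 (at most 1.5 and 0.34 CPM) and at least 71.6 and 5.44 CPM in the other 9 libraries. The 3 lowest libraries of Hoxd12 were 3 of these 3. An effect of DSS or of Rhy is argued against, since Hoxb13 was 231 CPM or more in the other Rhy libraries and the low libraries come from 3 groups. A candidate explanation is that these pieces came from another segment of the colon. Cd79a, a B cell marker, was 0.596 CPM in Rhy 1 and 3.42 CPM in control 3, but 37.5 CPM in model 3. It was 27.6 to 54.7 CPM in the other 9 libraries, so it was not low in all 3 of the low Hoxb13 libraries. With a term for Hoxb13, 885 genes had an unadjusted p under 0.05 between the Rhy and model groups.

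Rps3a3 ranged over 320-fold and Rps3a1 over 6.65-fold between libraries, while the sum of Rps3a1, Rps3a2 and Rps3a3 ranged over 1.91-fold. A candidate explanation is that reads shared between these near-identical copies were assigned to different copies in different mice, by counting or by strain variants, which were not separated. No biological explanation was tested.

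Nr4a1 may follow an immediate early response of the tissue at collection. Within conditions, with model 1 and model 2 as 1 sample, Nr4a1 and the mean of the other immediate early genes had a Pearson r of 0.88 (exact permutation p 0.028, adjusted p 0.044 over 2 relations) and a Spearman rho of 0.87 (p 0.046) over 11 samples, and r was 0.81 without DXM 3 and DXM 2. The immediate early list was also higher in the Rhy group than in the model group (median log2 fold change 0.33, 20 of 24 genes, camera adjusted p 0.003, fry adjusted p 0.6), but it was not called without Rhy replicate 3 (0.0628). The relation does not exclude an effect of Rhy on Nr4a1, which stays open, since a drug could act on these genes together.

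The paper's inflammation markers had these log2 fold changes between the Rhy and model groups: Tnf -0.75 (standard error 0.71), Il1b 1.00 (standard error 0.70) and Cxcl1 0.28 (standard error 0.78), each with an edgeR adjusted p of 1. Between model and control they were -0.48, -1.12 and 0.08. Il6 and Mpo were not tested, with at most 8 and 5 counts in a library. The other genes of Figure 6G had log2 fold changes between the Rhy and model groups of 0.72 (Akr1c14), 0.51 (Clec14a), -2.32 (Atp2b3), 0.57 (Myzap), -0.78 (Dnph1), 1.94 (Gm31363) and 0.55 (Hist1h2bc), each with an edgeR adjusted p of 1. The legend names RT-qPCR for this figure, so these values are not set against it. Groups did not overlap for 17% of the genes in model against control, 11.5% in Rhy against model and 22.6% in DXM against model, where chance gives 10% for 3 independent mice against 3. With model 1 and model 2 averaged as 1 sample, the shares were 20.4%, 14.4% and 27.4%, where chance gives 20%, so that Rhy against model shows no excess and model against control next to none.

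The lists not given elsewhere had these camera results. In model against control, circadian clock had a median of -0.60 (adjusted p 1.31e-05), immediate early -0.59 (1.49e-07), glucocorticoid target -0.52 (0.000473), colon epithelial cell -0.35 (0.00476), tight junction -0.34 (0.00102), B cell 0.27 (0.0316), colitis inflammation -0.54 (0.367), smooth muscle 0.07 (0.598), T cell -0.09 (0.7), adipocyte 0.54 (0.942) and pancreatic acinar cell -0.37 (0.932). In Rhy against model, B cell had a median of -0.98 (2.32e-09), T cell -0.57 (8.73e-06), smooth muscle 0.34 (1.57e-06), colon epithelial cell 0.14 (0.0316), colitis inflammation 0.09 (0.932), adipocyte -0.30 (0.932) and pancreatic acinar cell 1.21 (0.373). The glucocorticoid target list had a median of 0.07 (0.932) and circadian clock 0.12 (0.243) in this comparison.

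In DXM against model, besides extracellular matrix, smooth muscle and colitis inflammation, the called lists were mitotic cell cycle (median -0.49, 43 of 43 genes lower, camera adjusted p 1.59e-08), immediate early (0.57, 0.000333), pancreatic acinar cell (1.42, 0.000393), brush border (-0.28, 0.0124), Hedgehog signaling (0.11, 0.0254) and tight junction (-0.30, 0.0254). Those not called, besides glucocorticoid target, were p53 signaling (-0.14, 0.0734), circadian clock (0.09, 0.141), AhR target (0.02, 0.349), colon epithelial cell (-0.20, 0.476), adipocyte (-1.15, 0.806), B cell (0.05, 0.902) and T cell (0.20, 0.932).

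Several of these calls changed with the alternative. In model against control, the B cell list was lost with upper-quartile in place of TMM (0.0552) and changed direction without control replicate 3 (0.691), colon epithelial cell was lost without control replicate 1 (0.0996) and tight junction without control replicate 3 (0.051), and smooth muscle was called as higher without control replicate 1 (0.00356). In Rhy against model, B cell and T cell were lost without Rhy replicate 1 (0.157 and 0.298), where pancreatic acinar cell was called as higher (0.00184). Colon epithelial cell was lost without model replicate 1 (0.146), without model replicate 2 (0.141), without Rhy replicate 1 (0.0957), without Rhy replicate 3 (0.0931) and with model 1 and 2 as 1 library (0.139), and circadian clock was called as higher without Rhy replicate 3 (0.0155). In DXM against model, brush border was lost without model replicate 3 (0.0749), without DXM replicate 2 (0.0643) and without DXM replicate 3 (0.528). Tight junction was lost in the same 3 fits (0.0596, 0.105 and 0.0978) and with the Hoxb13 term (0.074). Hedgehog signaling was lost without DXM replicate 1 (0.0521) and without DXM replicate 3 (0.0678), and immediate early without DXM replicate 3 (0.0842). Pancreatic acinar cell was lost with genes with any count (0.139), and colitis inflammation with the Hoxb13 term (0.101), where B cell was called as lower (4.26e-05). p53 signaling was called as lower with genes with any count (0.0242), without model replicate 1 (0.0422), without DXM replicate 3 (0.0358) and with model 1 and 2 as 1 library (0.0498). Without model replicate 3, the adipocyte list was called as lower in model against control (0.00041) and as higher in Rhy against model (3.98e-05) and DXM against model (0.000212).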
